# Macrophage‐Mediated Transport of Insoluble Indirubin Induces Hepatic Injury During Intestinal Inflammation

**DOI:** 10.1002/advs.202502993

**Published:** 2025-06-23

**Authors:** Yiqi Xu, Jingchun Shi, Heung‐Lam Mok, Cheng Lyu, Junbang Chen, Chunhua Huang, Hongyan Qin, Chengyuan Lin, Hor‐Yue Tan, Zhaoxiang Bian

**Keywords:** indirubin, liver injury, liver‐gut axis, macrophage extracellular traps, ulcerative colitis

## Abstract

Many plant‐derived bioactive molecules with low solubility and permeability can cause hepatocyte injury. However, the mechanism by which they induce hepatic damage without passive diffusion into the hepatic circulatory system remains unclear. This study demonstrate that indirubin, the main component of indigo naturalis with poor aqueous solubility, predisposes mice with chronic colitis to hepatic injury. This closely mimics the hepatic damage commonly observed in ulcerative colitis patients treated with indigo naturalis. Upon administration, indirubin is detected in the plasma, Peyer's patches, and hepatic tissue, with its distribution linked to macrophage infiltration into the liver. Ablation of macrophages significantly reduces indirubin accumulation and attenuates elevated hepatic transaminases in mice with chronic colitis. Mechanistically, macrophages internalize and transport indirubin aggregates from Peyer's patches through the circulatory system to the livers. This internalization activates the NLRP3 inflammasome, leading to the formation of macrophage extracellular traps (METs), which contribute to oxidative stress‐induced liver injury. The study identifies indirubin as a potentially toxic component of indigo naturalis that provokes METs‐mediated oxidative damage. Additionally, the findings reveal a novel transport pathway for poorly soluble molecules to reach the liver via uptake by macrophages within Peyer's patches.

## 1 Introduction

Drug‐induced liver injury (DILI) is a well‐documented adverse effect associated with the use of certain pharmaceutical drugs and herbal supplements. While the incidence of such injury is relatively low, it accounts for ≈50% of acute liver failure cases.^[^ ^1^ ^]^ DILI may arise from the direct effects of the drug or its metabolites, or indirectly via immune‐mediated mechanisms.^[^ ^2^ ^]^ One key determinant of a drug's potential to cause toxic effects or unintended interactions in the liver is its oral absorption. Highly soluble and permeable drugs readily dissolve in gastrointestinal fluid, permeate the intestinal wall, and enter the bloodstream, where they are ultimately absorbed by hepatocytes.^[^ ^3^ ^]^ Thus, there is a positive correlation between a drug's solubility and permeability with the latency and severity of hepatocellular injury.^[^ ^4^ ^]^ Nevertheless, our current understanding of the propensity of poorly soluble drugs to induce liver damage remains limited. Drug solubility is a particular concern in traditional herbal medicine. Unlike synthetic drugs, many plant‐derived bioactive molecules are poorly water‐soluble, exhibit low oral bioavailability, or both. An enduring puzzle in herbal medicine research is how such compounds exert systemic effects despite these limitations. This has led us and others to propose alternative absorption pathways, such as transcytosis through gut M cells into Peyer's patches.^[^ ^5^ ^]^ However, it remains unclear how insoluble drugs pass beyond Peyer's patches to enter systemic circulation.

Our study focuses on indigo naturalis (IN), a dried powder primarily derived from the stems or leaves of *Baphicacanthus cusia* (Nees) Bremek.,^[^ ^6^ ^]^ recognized for its therapeutic efficacy in treating ulcerative colitis (UC).^[^ ^7^, ^8^ ^]^ The principal bioactive ingredients in IN are indigo and indirubin, both nearly insoluble in water and exhibiting low oral bioavailability. Short‐term IN administration demonstrated a promising clinical response rate versus placebo (69.6% vs 13.6%), yet severe therapy‐related adverse events – particularly hepatic injury – have been reported in patients. This complication typically manifests within the first two months of treatment, often leading to therapy discontinuation.^[^ ^9^ ^]^ A recent study showed that patients discontinuing IN therapy experienced higher UC relapse rates within 52 weeks.^[^ ^10^ ^]^ Indigo and indirubin exhibit high‐affinity binding to the aryl hydrocarbon receptor (AHR), a validated target in UC due to its dual role in epithelial homeostasis^[^ ^11^ ^]^ and promotion of regulatory T cells.^[^ ^12^ ^]^ Paradoxically, AHR agonism also induces hyperacute toxicity in preclinical models.^[^ ^13^ ^]^ Despite evident mechanistic links between the IN's therapeutic effects and adverse events, the hepatotoxic potential of its insoluble constituents remains mechanistically unexplained, hindering clinical utility and risk mitigation.

In this study, we demonstrate that indirubin is the primary component in IN responsible for predisposing mice with chronic colitis to hepatic injury. We show that indirubin is predominantly transported to the liver via macrophages located in Peyer's patches, and macrophage depletion ameliorates this indirubin‐induced hepatic injury. Physiologically, this represents a new route for the delivery of water‐insoluble drugs. Mechanistically, hepatic indirubin accumulation triggers macrophage infiltration, induces the formation of macrophage extracellular traps (METs), and subsequently drives METosis – a specific form of cell death – leading to hepatic oxidative damage. Our findings underscore the pivotal role of macrophages in mediating the transport of insoluble molecules during chronic intestinal inflammation. A deeper understanding of how insoluble molecules are directed to hepatocytes under inflammatory conditions could inform the development of safer therapeutics with reduced hepatotoxic risk.

## 2 Results

### 2.1 Long‐Term Administration of a Sub‐Lethal Dose of Indirubin Predisposes Mice With Colitis to Hepatic Injury

Hepatic injury is a common adverse event in UC patients who receive IN for two months or longer.^[^ ^7^, ^14^ ^]^ To systematically evaluate potential IN‐induced hepatotoxicity, we administered IN (6 g kg^−1^, ≈10 times the human equivalent dose ^[^ ^8^ ^]^) or its major constituents – indigo and indirubin (1 g kg^−1^ each, ≈30 times the human equivalent dose ^[^ ^15^ ^]^) – to healthy C57BL/6J mice for ten weeks (**Figure** **1**A). Compared to vehicle controls, intervention groups exhibited significantly slower body weight gain (Figure 1B). However, hepatic tissues showed no histological abnormalities, and serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels remained unaltered post‐intervention (Figure 1C,D; Figure S1A–C, Supporting Information). These findings indicate minimal hepatotoxicity of IN and its primary components in healthy mice.

**Figure 1:**
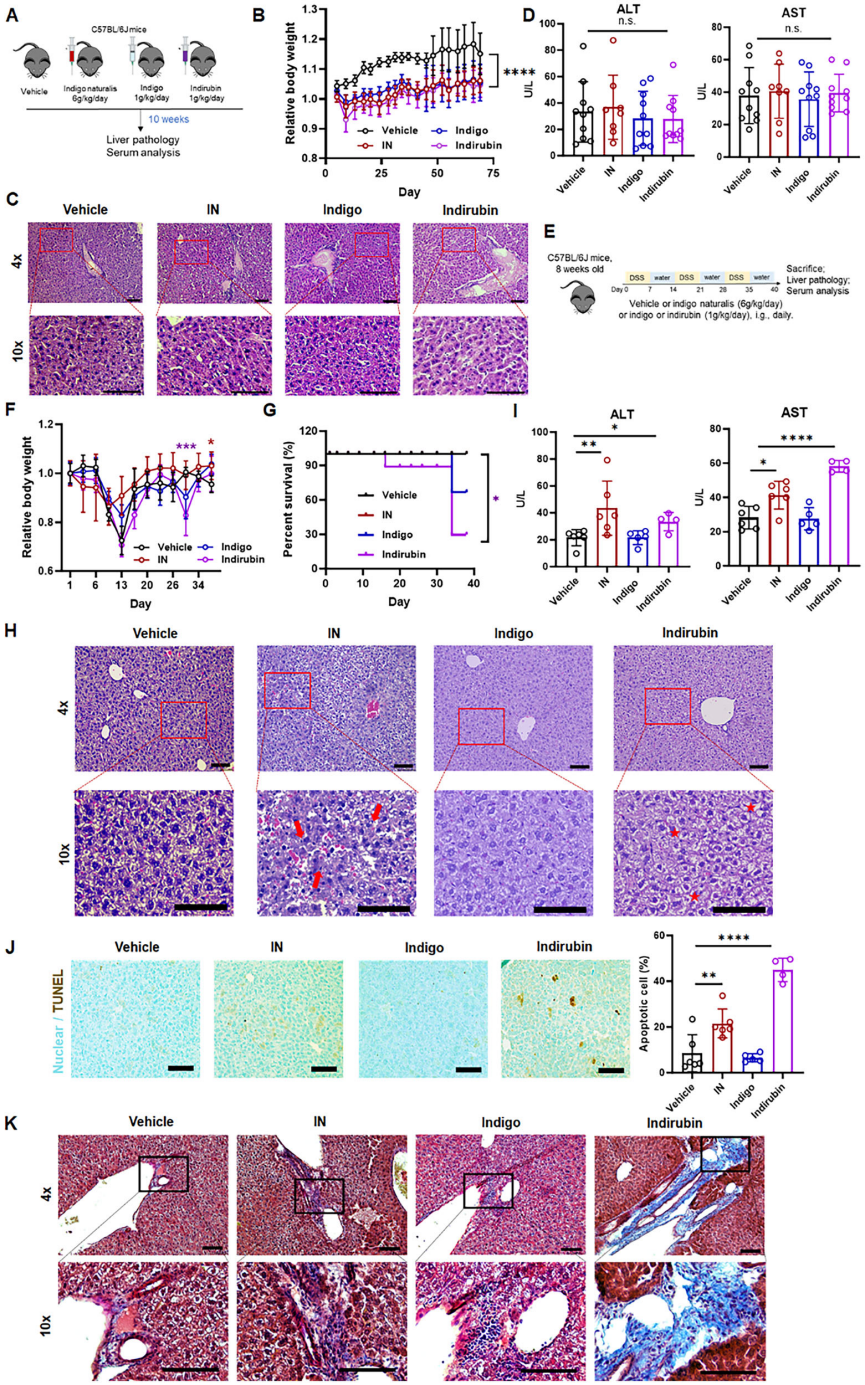
Long‐term administration of a sub‐lethal dose of indirubin predisposes colitis mice to hepatic injury. A) Schematic illustration of animal experiments with indigo naturalis (IN) and its compounds. C57BL/6J mice were intragastrically administrated with indigo (1 g kg^−1^), indirubin (1 g kg^−1^), or IN (6 g kg^−1^) for 10 weeks. B) Relative body weight change; C) H&E staining of liver tissues from mice treated with IN, indigo, or indirubin. Scale bar: 100 µm. D) Serum ALT and AST levels. Data are expressed as mean ± SD (*n * = 10 mice/group). E) Schematic illustration of IN and compounds administration in the DSS‐induced chronic colitis model. Mice received three cycles of 1.8% DSS in drinking water. F) Relative body weight change; (G) Kaplan‐Meier survival curve during experimental period and H) H&E staining of liver sections from colitis mice treated with IN, indigo, or indirubin. Scale bar: 100 µm. I) Serum ALT and AST levels. Data are expressed as mean ± SD (n  =  6 mice/group). J) TUNEL staining of liver sections; and K) Masson's trichrome staining showing collagen deposition in liver sections from mice. Scale bar: 100 µm. n. s., not significant; *p < 0.05; **p < 0.01; ****p < 0.0001 (Multiple *t‐*test or one‐way ANOVA).

Given the reported association between IN administration and hepatic abnormalities UC patients, we extended our investigation to a chronic colitis mouse model established through repeated dextran sulfate sodium (DSS) challenges.^[^ ^16^ ^]^ Mice received high dose IN, indigo, or indirubin for six weeks (Figure 1E). Indirubin treatment significantly reduced body weight by day 30, coinciding with the exacerbation of DSS‐induced disease (Figure 1F). Additionally, three mice treated with indirubin required early euthanasia on days 16 and 34 due to severe illness (Figure 1G). Hepatic histology revealed abnormalities characterized by heterogeneous foci of cellular alterations, including clear cells and inflammatory infiltrates (Figure 1H). Mice that received IN and indirubin exhibited significantly elevated ALT and AST levels versus vehicle controls (Figure 1I). Consistent with this, TUNEL^+^ apoptotic cells and trichrome‐stained collagen deposition increased in the livers of these mice (Figure 1J,K). These findings indicate that indirubin, a component of IN, predisposes mice with chronic colitis to an increased risk of hepatic injury.

### 2.2 Accumulation of Indirubin in the Peyer's Patches and Hepatic Tissue of Mice with Chronic Colitis

A disrupted gut‐vascular barrier in colitis allows systemic bacteria dissemination to the liver, causing localized injury.^[^ ^17^ ^]^ To examine whether colonic inflammation drives bacterial DNA accumulation in the liver, we quantified 16s rRNA in hepatic and pulmonary tissues of chronic colitis mice. Despite increased vascular permeability (Figure S2A, Supporting Information), bacterial DNA was barely detected in these tissues (**Figure** **2**A). Levels of hepatic and pulmonary bacterial DNA and lipopolysaccharides (LPS) in indirubin‐treated colitis mice remained comparable to vehicle controls (Figure 2B; Figure S2B, Supporting Information). 

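In the liver RNA-seq of 3 indirubin-treated and 3 vehicle-treated colitis mice (the DSS group of the deposited counts), genes of G protein-coupled receptors and related proteins were read from few counts. Gprc5c (ENSMUSG00000051043, chromosome 11, 114741978 to 114763443) was the one of Gprasp1, Gprc5c, Gpr85 and Gpr137b to pass the default edgeR filter on low counts, at 1.58 ± 1.20 normalized CPM with indirubin and 6.34 ± 1.86 with vehicle (SD, n = 3). It fell by 2.04 on the log2 scale (standard error 0.87, adjusted p = 0.618 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with no overlap between the groups. Gpr85 (ENSMUSG00000048216, chromosome 6, 13834457 to 13839941) had 10, 28 and 7 counts with indirubin and none with vehicle, and Gpr137b (ENSMUSG00000021306, chromosome 13, 13532205 to 13568599) had 11, 3 and 15 and none. Against the floor of 3 counts these were at least 2.97-fold and 2.23-fold higher. Gprasp1 (ENSMUSG00000043384, chromosome X, 134643482 to 134704223) had 1, 0 and 0 counts with indirubin and 21, 0 and 16 with vehicle, and the groups overlapped.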

Hepatic expression of microbial metabolite receptors, including toll like receptors (TLRs) and G protein‐coupled receptors (GPCRs), showed no significant increase with indirubin treatment (Figure S2C, Supporting Information). Moreover, indirubin‐treated pseudo‐germ‐free (PGF) mice exhibited higher mortality than vehicle‐treated counterparts, suggesting gut bacteria may protect against indirubin‐induced injury (Figure S2D, Supporting Information).

**Figure 2:**
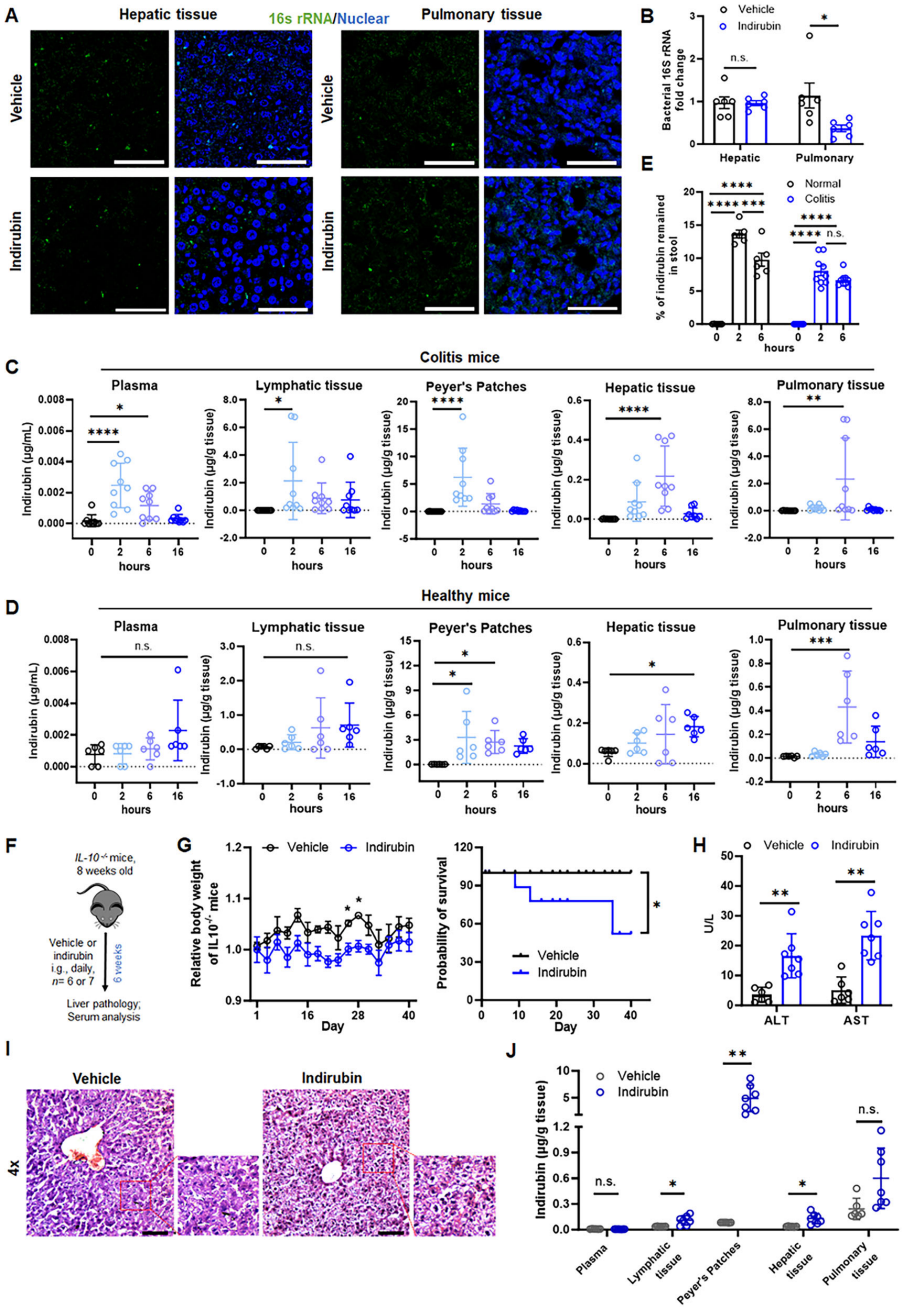
Accumulation of indirubin in the Peyer's patches and hepatic tissue of mice with chronic colitis. A) Representative fluorescence images of 16S rRNA (green) in hepatic and pulmonary tissues from colitis mice. Nuclei are counterstained with DAPI (blue). Scale bars  =  50 µm. B) Fold changes in 16S rRNA gene levels in hepatic and pulmonary tissues from colitis mice treated with vehicle or indirubin. Data are expressed as mean ± SEM (*n * = 6 mice/group). Pharmacokinetic profile of indirubin in plasma and tissues at indicated time points (0, 2, 6, and 16 h) in C) colitis and D) healthy mice. (colitis, *n * = 9 mice/group; healthy, *n * = 6 mice/group). E) Fecal excretion of indirubin quantified by LC‐MS/MS. Data are expressed as mean ± SEM (colitis, *n * = 9 mice/group; healthy, *n * = 6 mice/group). F) Experimental scheme for IL‐10‐knockout spontaneous colitis model. G) Body weight changes (left) and survival analysis (right); H) serum ALT and AST levels and I) representative H&E‐stained liver sections from IL‐10‐knockout mice treated with vehicle or indirubin. Scale bar: 100 µm. J) Tissue distribution of indirubin in IL‐10‐knockout mice. Data are expressed as mean ± SD (Vehicle, n  =  6 mice/group; Indirubin, *n * = 7 mice/group). n.s., not significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 (Student's *t‐*test or one‐way ANOVA).

Since liver injury appeared independent of bacterial accumulation, we next addressed whether indirubin could circulate through the bloodstream and reach metabolic tissues. After oral administration in colitis mice, indirubin was detectable at 2 h in plasma (0.002 µg mL^−1^) and colonic lymphatic tissue (2.13 µg g^−1^), with the highest concentration found in Peyer's patches (6.22 µg g^−1^). Hepatic (0.22 µg g^−1^) and pulmonary (2.33 µg g^−1^) concentrations peaked at 6 h (Figure 2C). In healthy mice, Peyer's patches showed maximal indirubin at 2 h postadministration, but levels were negligible in the plasma or lymphatic tissues. Hepatic and pulmonary concentrations were significantly lower or peaked later than in colitis mice (Figure 2D). Additionally, fecal excretion at 2 h was 15% in healthy mice, in contrast to less than 10% in colitis mice (Figure 2E). Due to the lack of modifiable functional groups for covalent binding to indirubin, we further examined the systemic distribution of FITC‐labelled synthetic particles (5–7.9 µm; size‐matched to indirubin) post‐administration. The fluorescence signal was detected in colonic lymphatic tissue, Peyer's patches, lungs, and liver (Figure S2E,F, Supporting Information). Notably, Peyer's patches exhibited the earliest and highest fluorescence intensity, consistent with indirubin's distribution pattern, suggesting particle accumulation precedes hepatic migration.

To determine whether the differential tissue distribution of indirubin extends beyond DSS‐induced colitis, we evaluated its effect in IL‐10 knockout mice, which spontaneously develop colitis by 6–12 weeks of age (Figure 2F). Six‐week daily administration of a sublethal indirubin dose to IL‐10 knockout mice promoted weight loss and overall health decline, prompting the need for early euthanasia (Figure 2G). Notably, indirubin‐treated mice exhibited significant hepatic damage, evidenced by elevated levels of ALT and AST, and histological abnormalities (Figure 2H,I). This phenotype mirrored observations in DSS‐induced chronic colitis mice, where indirubin accumulated robustly in both the Peyer's patches and hepatic tissue (Figure 2J). Collectively, these results demonstrate preferential accumulation of indirubin in the livers and lungs of mice with colitis compared to healthy mice. The transport kinetics indicate sequential deposition, whereby initial uptake occurs in Peyer's patches, followed by systemic dissemination to the liver and lungs via circulation.

### 2.3 A Critical Role of Peyer's Patches Macrophage in Processing Indirubin

Indirubin is water insoluble,^[^ ^18^ ^]^ which prevents its ability to diffuse passively across the intestinal cell monolayer (**Figure** **3**A). We hypothesize that indirubin aggregates undergo transcytosis through M cells in Peyer's patches,^[^ ^5^ ^]^ followed by systemic transport by migrating immune cells. To identify relevant immune populations in colitis mice, we profiled the immune cells in the Peyer's patches potentially harboring indirubin. Within the subepithelial dome, populated by mononuclear phagocytes (MNPs) including dendritic cells and macrophages,^[^ ^19^ ^]^ we observed a marked increase in CD11c^+^ CX_3_CR1^+^ macrophages during colitis compared to healthy mice (Figure 3B). Notably, CX_3_CR1^+^ macrophages rapidly internalized indirubin within 2 h of administration (Figure 3C), unlike other immune cells (Figure 3D). As anticipated, UEA‐1^+^ M cells also showed indirubin intake (Figure 3E). Microscopy revealed macrophages contained insoluble indirubin aggregates (predominantly low µm range), though smaller particles below detection limits may exist. LC‐MS/MS quantification of FACs‐sorted cells confirmed significantly higher indirubin levels in CD11C^+^ macrophages (0.1021 pg cell^−1^) than in CD3^+^ T and CD19^+^ B cells (Figure 3F).

**Figure 3:**
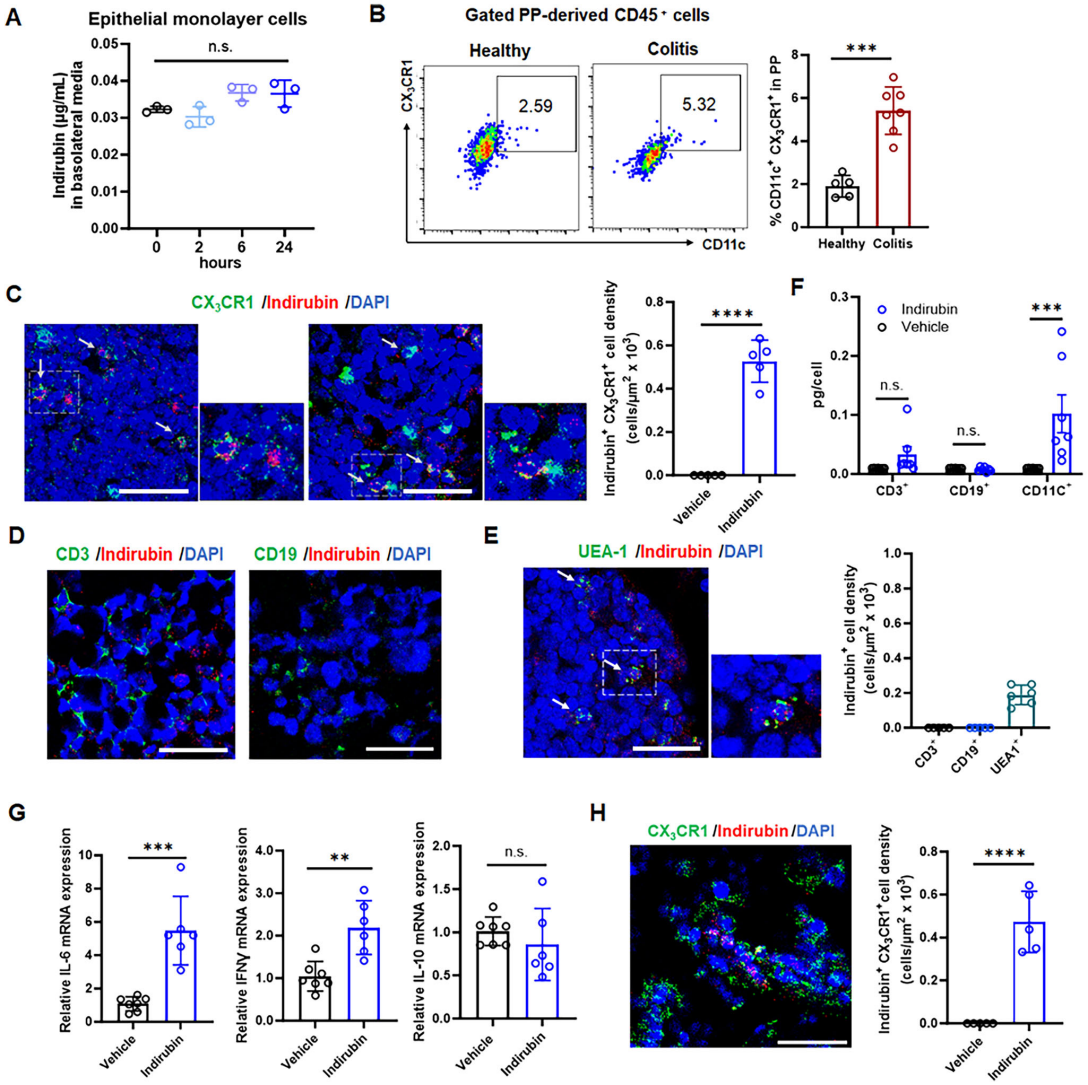
The critical role of Peyer's patch macrophages in indirubin processing. A) Indirubin concentration in basolateral media after co‐culture with epithelial monolayers over time. Data are expressed as mean ± SD (*n * = 3). B) Flow cytometry analysis of CD11c^+^ CX_3_CR1^+^ macrophages in Peyer's patches of healthy and colitis mice. Data are expressed as mean ± SD (colitis, *n * = 7 mice/group; healthy, *n * = 5 mice/group). Immunofluorescence staining of C) CX_3_CR1^+^ macrophages, D) CD3^+^ T and CD19^+^ B cells, E) UEA‐1^+^ M cells in Peyer's patches of indirubin‐treated chronic colitis mice. Nuclei were counterstained with DAPI. Scale bar = 50 µm. Quantiification of indirubin colocalization (right panel). F) Internalized indirubin in CD3^+^ T, CD19^+^ B cells and CD11c^+^ macrophages from Peyer's patches. Data are expressed as mean ± SD (*n * = 7). G) The mRNA expression of pro‐inflammatory genes *IL‐6* and *IFNγ* and anti‐inflammatory *IL‐10* in Peyer's patches. Data are expressed as mean ± SD (vehicle, *n * = 7; indirubin, *n * = 6). H) Immunofluorescence staining of CX_3_CR1^+^ macrophages colocalized with indirubin in Peyer's patches of IL‐10 knockout mice. Quantification of colocalization (right panel). n. s., not significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 (Student's *t‐*test or one‐way ANOVA).

Unlike intestinal phagocytes, Peyer's patches macrophages retain pro‐inflammatory functions, primarily defending against foreign particles and initiating adaptive immunity, rather than acquiring anti‐inflammatory properties.^[^ ^20^ ^]^ Consistent with this, indirubin‐treated colitis mice exhibited upregulated pro‐inflammatory IL‐6 and IFN‐γ expression in Peyer's patches compared to vehicle controls, while anti‐inflammatory IL‐10 expression remained unchanged (Figure 3G). Extending these observations to IL‐10 knock‐out mice, we detected pronounced CX_3_CR1^+^ macrophage infiltration in Peyer's patches, with significant indirubin colocalization (Figure 3H). This indicates that IL‐10 deficiency does not impair macrophage‐mediated indirubin uptake and transport. Taken together, these findings support a mechanism whereby poorly soluble indirubin is transported to the liver following uptake by macrophages in Peyer's patches.

### 2.4 Indirubin‐induced Hepatic Injury in Colitis Requires the Presence of Macrophages from Peyer's Patches

Macrophages are professional phagocytes specialized in recognizing, internalizing, and clearing cellular debris and foreign particles.^[^ ^21^ ^]^ This further prompted us to investigate whether macrophages transport insoluble indirubin aggregates to the liver via circulation. Immune profiling revealed a significant increase in circulating CD45^+^ F4/80^+^ macrophages in both chronic colitis and healthy mice following indirubin administration (**Figure** **4**A). However, only colitis mice developed significant hepatic infiltration of Ly6C^+^ macrophages without changes in resident F4/80^+^ populations (Figure 4B). Notably, while microscopy showed no direct colocalization of indirubin with hepatic macrophages (Figure 4C; Figure S3A, Supporting Information), aggregates localized near TUNEL^+^ apoptotic cells (Figure 4D), suggesting macrophage‐transported indirubin interacts with dying hepatocytes.^[^ ^22^ ^]^

**Figure 4:**
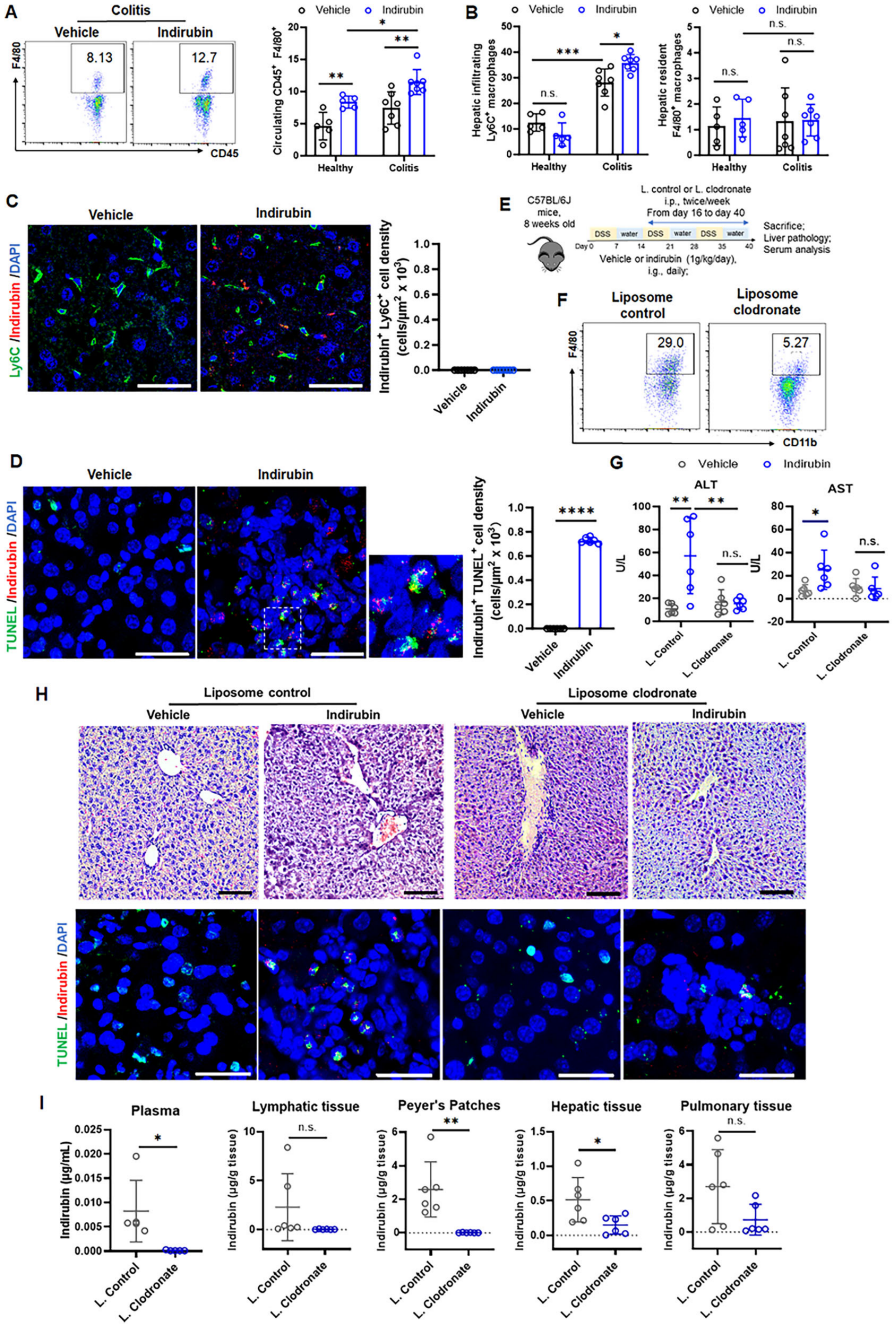
Phagocytosis of indirubin crystals promotes macrophage activation. Flow cytometry analysis of A) circulating CD45^+^ F4/80^+^ macrophages; B) hepatic infiltrating Ly6C^+^ macrophages and resident F4/80^+^ macrophages in healthy and colitis mice with vehicle or indirubin treatment. Data are expressed as mean ± SD (colitis, *n * = 7 mice/group; healthy, *n * = 5 mice/group). Immunofluorescence staining of C) Ly6C^+^ macrophages and D) TUNEL^+^ apoptotic cells in liver tissues. Scale bar: 50 µm. E) Schematic illustration of macrophage depletion in indirubin‐treated colitis mice. F) Flow cytometry analysis of circulating CD11b^+^ F4/80^+^ macrophages in mice treated with control‐ or clodronate‐loaded liposomes. G) Serum ALT and AST levels in colitis mice post‐macrophage depletion. Data are expressed as mean ± SD (*n * =  6 mice/group). H) H&E staining (top, scale bar: 100 µm) and TUNEL^+^ cells (bottom, scale bar: 50 µm) in liver tissues ± indirubin and macrophage depletion. I) Tissue distribution of indirubin in mice treated with control or clodronate‐loaded liposomes. Data are expressed as mean ± SD (*n * = 6 mice/group). n.s., not significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 (Student's *t* test or one‐way ANOVA).

To determine the role of macrophages in indirubin‐induced hepatic injury, we depleted the macrophages using clodronate‐loaded liposomes in colitis mice postindirubin exposure (Figure 4E). This approach successfully reduced the macrophage population by over 90% within 24 h postadministration (Figure 4F). Macrophage ablation in the colitis mice led to decreased levels of ALT and AST, compared to those treated with control liposomes after indirubin administration (Figure 4G). Histological examination revealed no damage, and hepatic TUNEL^+^ apoptotic cells were significantly reduced after macrophage depletion, confirming the essential role of macrophages in indirubin‐induced hepatic injury (Figure 4H). Consistently, macrophage ablation abolished indirubin accumulation in Peyer's patches, liver, and lungs at 2 h post‐administration compared to control liposomes‐treated mice (Figure 4I). Collectively, our data establish macrophages as indispensable transporters that accumulate indirubin aggregates in Peyer's patches and mediate systemic dissemination to the liver and lungs.

### 2.5 Phagocytosis of Indirubin Crystals Triggers Macrophage Inflammatory Responses

Given the observed uptake of indirubin by macrophages in Peyer's patches, we investigated whether its internalization modulates macrophage functionality. Phagocytic capacity, a critical macrophage function, is influenced by particle size and morphology.^[^ ^23^, ^24^ ^]^ Indirubin formed needle‐like crystals (3–8 µm) that aggregated progressively in culture (**Figure** **5**A). Bone marrow‐derived macrophages (BMDMs) internalized 15% of indirubin within 2 h while maintaining viability above 95%. By 24 h, uptake efficiency increased to 70%, with viability dropping marginally to above 90% (Figure 5B). Further microscopy confirmed a time‐dependent accumulation of intracellular indirubin (Figure 5C). Furthermore, LPS‐induced pro‐inflammatory BMDMs exhibited significantly higher indirubin internalization efficiency compared to naïve BMDMs (Figure 5D), consistent with the observations that activated macrophages display augmented phagocytic capacity.^[^ ^25^ ^]^ This effect was cell type‐specific, as no similar uptake was observed in other cell types (Figure S3B,C, Supporting Information). Transcriptional analysis revealed upregulation of phagocytosis‐related genes, *mertk*, *mfge8*, and *nr1h3* in indirubin‐treated BMDMs (Figure 5E), confirming enhanced phagocytic activity. Additionally, surface expression of major histocompatibility complex (MHCII) on BMDMs increased in a time‐dependent manner during indirubin incubation (Figure 5F). Notably, pro‐inflammatory gene expression, including IL‐6 and TNF‐α, remained unchanged after 2 h of indirubin exposure, with effects markedly less potent than those induced by zymosan A (Figure 5G; Figure S3D, Supporting Information). Similarly, hepatic FACs‐sorted F4/80^+^ macrophages showed no significant activation after 24‐h indirubin exposure compared to zymosan A‐treated controls (Figure S3E, Supporting Information). Intriguingly, indirubin‐treated BMDMs exhibited reduced capacity to phagocytose *E. coli* relative to vehicle‐treated cells (Figure 5H), likely due to competition from internalized indirubin aggregates. Collectively, these findings suggest that while indirubin internalization enhances selective phagocytic pathways, it minimally affects core macrophage functions.

**Figure 5:**
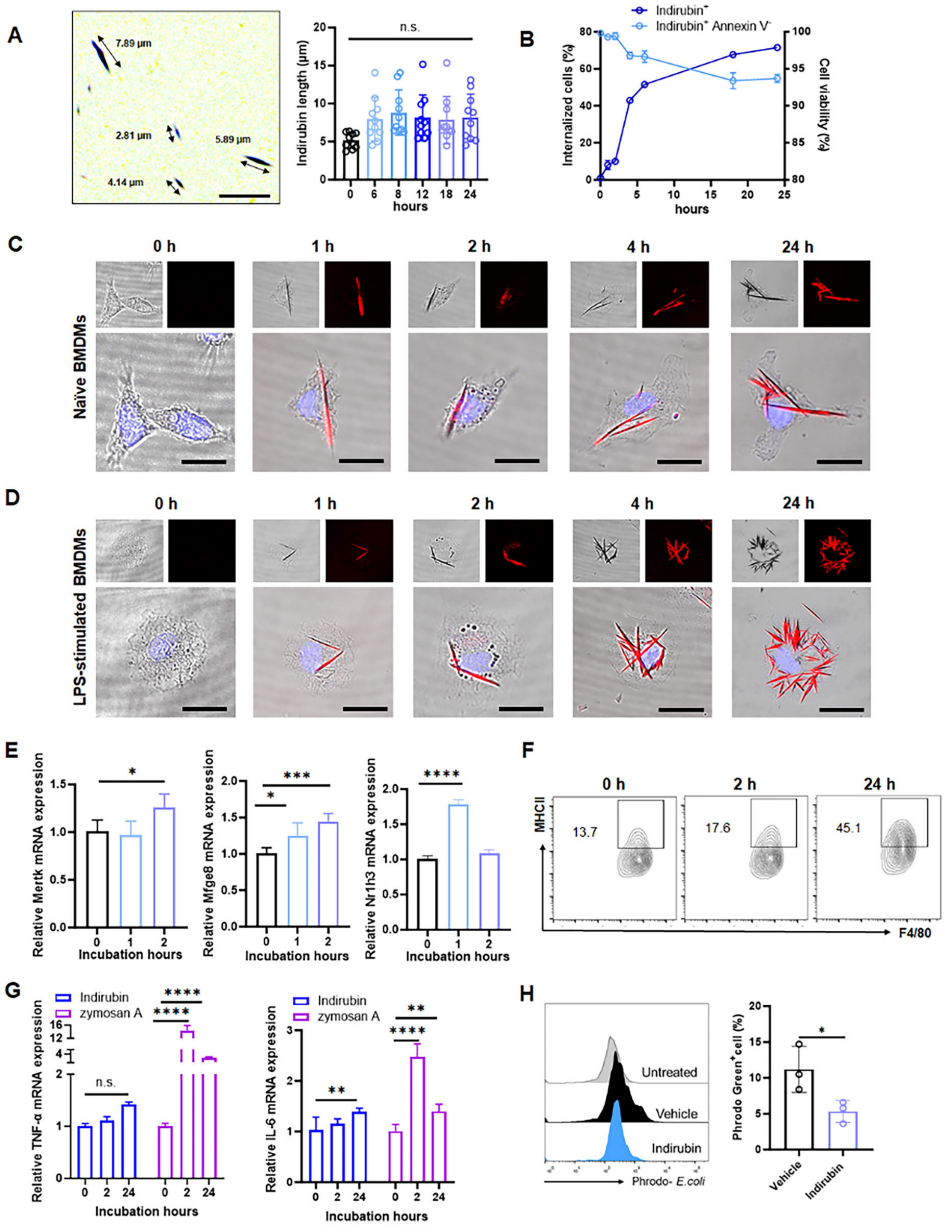
Modest macrophage activation following phagocytosis of indirubin crystals. A) Needle‐like indirubin crystals (left; scale bar: 10 µm) and quantification (right). Data are expressed as mean ± SD (*n * =  10). B) Internalization of indirubin by Annexin V^+^ BMDMs over time, analyzed by flow cytometry. Data are expressed as mean ± SD (*n * =  4). Indirubin uptake by (C) naïve or D) LPS‐induced BMDMs over time. Scale bar: 10 µm. E) Phagocytosis‐related mRNA expression in BMDMs after indirubin treatment. Data are expressed as mean ± SD (*n * =  6). F) The expression of MHCII in F4/80^+^ BMDMs post‐indirubin treatment. G) Inflammatory gene mRNA expression in BMDMs treated with indirubin or zymosan A. Data are expressed as mean ± SD (*n * =  6). H) Quantification of F4/80^+^ phrodo green^+^ BMDMs. Data are expressed as mean ± SD (*n * = 3). n.s., not significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 (Student's *t* test or one‐way ANOVA).

### 2.6 Indirubin‐Induced Inflammasome Activation Potentiates Hepatic METs Formation

Plasma membrane rupture caused by bacteria invasion or crystalline aggregates is a known trigger for NLRP3 inflammasome activation in macrophages.^[^ ^26^ ^]^ Given the observed accumulation of indirubin in the liver of colitis mice, we investigated whether indirubin induces plasma membrane breakdown and NLRP3 inflammasome activation in macrophages in vitro. While BMDMs treated with 0.5 µg mL^−1^ indirubin remained highly viable, they displayed hallmark features of plasma membrane rupture, including organelle swelling and cytoplasmic content leakage (**Figure** **6**A). This was corroborated by increased lactate dehydrogenase (LDH) release, indicative of lytic pore formation (Figure 6B). Additionally, the expression of NLRP3 inflammasome‐related genes, including *nlrp3*, *il‐1β*, and *il‐18* mRNA transcripts, was upregulated in BMDMs following 24 h of indirubin treatment. These changes were reversed by co‐treatment with MCC950, a selective NLRP3 inhibitor (Figure 6C). Immunoblotting confirmed increased levels of activated caspase‐1, mature IL‐1β, and cleaved gasdermin D (GSDMD), alongside elevated secretion of IL‐1β and IL18 proteins (Figure 6D,E). NLRP3 inflammasome activation, resulting from plasma membrane rupture, promotes macrophage lytic death – a process that may facilitate bacterial dissemination or crystal propagation.^[^ ^27^ ^]^ In vivo, hepatic tissues from indirubin‐treated colitis mice exhibited extracellular deposition of citrullinated histone H3 (H3Cit) and myeloperoxidase (MPO), markers of macrophage extracellular traps (METs) (Figure 6F). H3Cit^+^ extracellular traps showed stronger co‐localization with Ly6C^+^ infiltrating macrophages than with resident F4/80^+^ macrophages (Figure 6G), indicating indirubin specifically induces METs formation in recruited hepatic macrophages. Notably, no METs‐associated H3Cit or MPO deposition was detected in pulmonary tissues across treatment groups (Figure S4A,B, Supporting Information), demonstrating indirubin's lack of effect on alveolar or infiltrating pulmonary macrophages.

**Figure 6:**
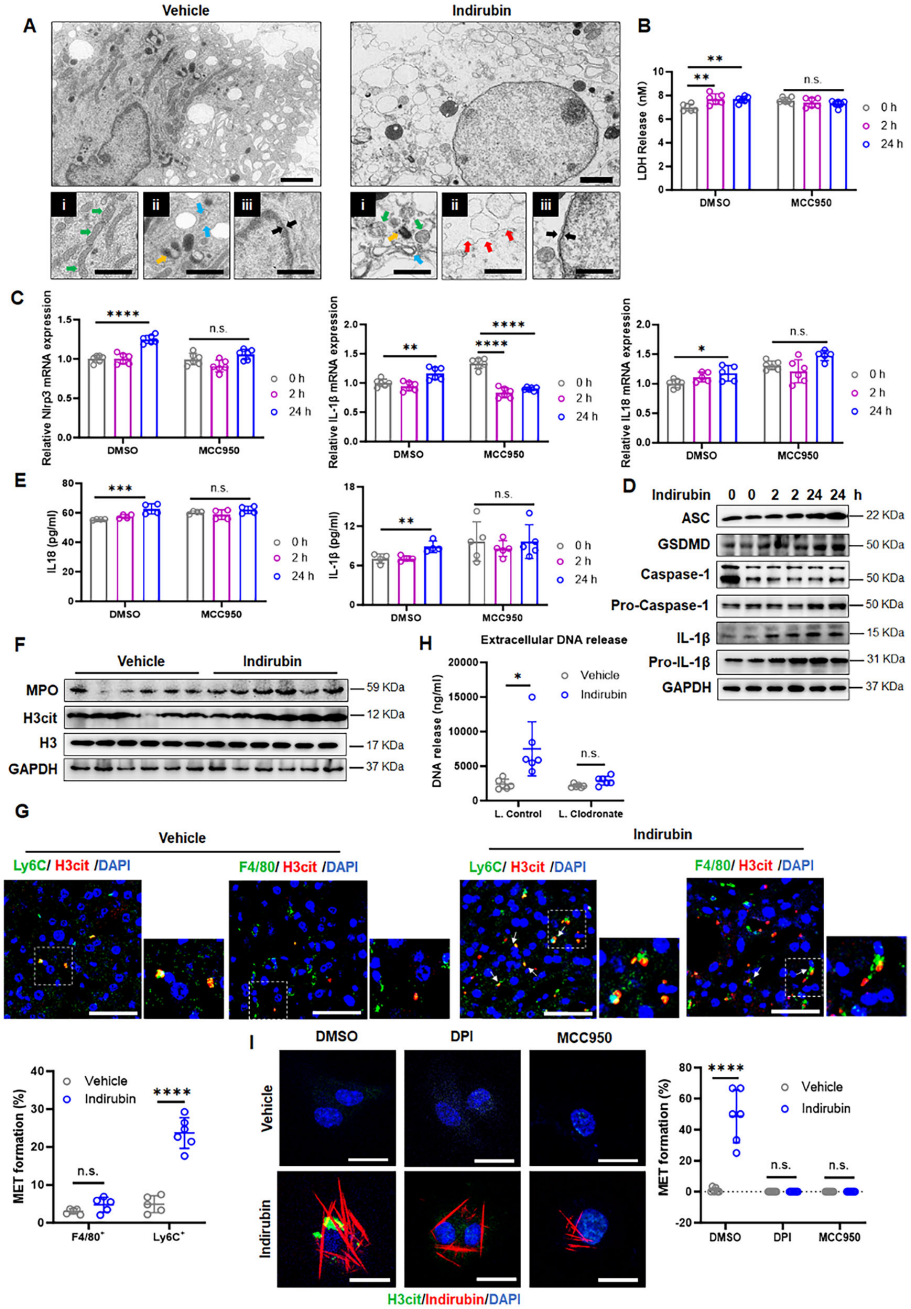
Indirubin‐induced inflammasome activation promotes hepatic METs formation. A) TEM tomography of BMDMs treated with or without indirubin. Subpanels i‐iii indicate mitochondria (green arrowheads), endoplasmic reticulum (blue), Golgi apparatus (orange), plasma membrane ruptures (red), and nuclear membranes (black). Scale bar: 5 µm. B) Lactate dehydrogenase (LDH) levels in supernatants of BMDMs treated with vehicle, indirubin ± MCC950 (NLRP3 inhibitor). Data are expressed as mean ± SD (*n * = 6). C) The mRNA expression of *nlrp3*, *il1β* and *il18*. Data are expressed as mean ± SD (*n * = 6). D) Immunobloting of cleaved caspase‐1, IL‐1β and GSDMD; and E) secreted IL‐1β and IL‐18 protein levels. Data are expressed as mean ± SD (*n * = 4 and 5). F) Hepatic citrullinated histone H3 (H3cit) and MPO protein levels in colitis mice treated with vehicle or indirubin. G) Representative confocal microscopy of hepatic sections stained for DNA (blue), F4/80 (green) and H3Cit (red). METs are marked by white arrows (scale bar: 50 µm). Quantification shows colocalization of extracellular DNA and H3cit. H) Plasma extracellular DNA levels in indirubin‐treated colitis mice ± clodronate‐loaded liposomes. Data are expressed as mean ± SD (*n*  =  6). I) BMDMs stained for DNA (blue) and H3Cit (green) after treatment with indirubin (0.5 µg mL^−1^) ±10 µM DPI (ROS inhibitor) or 10 nM MCC950 for 48 h. Scale bar: 10 µm. METs formation quantification (right panel). n.s., not significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 (Student's *t* test or one‐way ANOVA).

Furthermore, macrophage‐depleted mice showed significantly reduced extracellular DNA release compared to indirubin‐treated mice without macrophage depletion (Figure 6H). Consistent with this in vivo observation, indirubin‐treated BMDMs exhibited METs formation in vitro. Co‐treatment with the ROS inhibitor, DPI, and MCC950 suppressed this effect (Figure 6I), demonstrating that indirubin‐induced METs formation depends on ROS‐dependent NLRP3 inflammasome activation. Taken together, these data demonstrate that indirubin phagocytosis mechanistically triggers plasma membrane rupture, leading to subsequent NLRP3 inflammasome activation and METs formation.

### 2.7 Indirubin‐Induced METs Exacerbate Oxidative Stress‐Associated Hepatocyte Injury

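Liver RNA from 9 mice was sequenced in 3 groups of 3, labelled Control, DSS and Indirubin. The DSS group corresponds to the vehicle-treated colitis mice of the paper (3 cycles of 1.8% DSS), and the Indirubin group received 1 g/kg/day of indirubin in addition. The labels of the Control mice name water and no DSS, while the description of the series speaks of colitis in the mice as a whole, so the state of these mice is not certain. Libraries were made from 400 ng of RNA, sequenced on a DNBSEQ platform and aligned to the mouse genome by the authors, who deposited unnormalized counts per gene for each library, FPKM values and their own comparisons of the groups. The genome build, the annotation and the counting program are not named in the paper's text, and coordinates are given below as the deposited table lists them. The total count per library was 6678905, 6722579 and 7761299 in the indirubin-treated mice, with 7685741, 6553417 and 7732871 in the DSS mice. In the Control mice it was 7122519, 7944684 and 6514863. Between 71.6% and 91.3% of these counts lay on genes of the mitochondrial genome, which left 569044 to 2132208 counts on nuclear genes. The nuclear totals were 701804, 1910420 and 1771035 in the indirubin-treated mice and 1089454, 807612 and 2132208 in the DSS mice. From the counts, the groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization and the default filterByExpr filter on low counts, with only the libraries of the groups compared in each fit. Expression values below are normalized CPM, counts scaled to a common library total, as mean ± SD (n = 3 mice per group). With 3 mice against 3, the smallest p that an exact two-sided permutation test can give is 0.10, so single genes are described by whether the groups overlap. Gene lists for the processes the paper names were written by hand and are not its gene ontology terms. They were tested with limma's camera at a preset inter-gene correlation of 0.01, on log2 CPM, with Benjamini-Hochberg adjustment over the 11 lists that had a tested gene. The paper found the processes of Figure 7B on the same libraries, so tests of their lists are not independent evidence. A group whose libraries all had at most 3 counts of a gene was treated as at the detection floor, and folds against it are lower bounds. They cover counting error only.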

To elucidate the mechanism of indirubin‐induced hepatocyte injury in chronic colitis, we performed bulk RNA sequencing on hepatic tissues from colitis mice treated with a sublethal indirubin dose. 

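Of the genes at an unadjusted p under 0.05 between indirubin-treated and DSS mice, 58% were higher with indirubin. With library size as the only normalization the share was 79.8%, and the median log2 fold change of all tested genes moved from 0.15 to 0.43. Without a filter on low counts the share was 63.7%, with at least 10 counts in every library 50.1%, and with the replicate number as a block 52.2%. Across the 6 fits that each left out one mouse it ranged from 48.4% without Indirubin-1 to 84.8% without DSS-3. A minimum absolute log2 fold change of 1 left 394 higher and 275 lower genes.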

Significant transcriptional changes were identified (*p *< 0.05), with most transcripts being up‐regulated (log_2_ fold change > 1). Specifically, we found that 373 genes were downregulated and 1150 genes were upregulated in the hepatic tissues of indirubin‐treated mice compared to controls (**Figure** **7**A). 

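The test covered 9117 genes. At an unadjusted p under 0.05, 406 genes were higher and 294 lower in the indirubin-treated mice than in the DSS mice. None had an adjusted p under 0.05, and the smallest adjusted p was 0.223 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the tested genes, 956 had every indirubin-treated mouse above every DSS mouse and 538 had every one below, which together is 16.4% of the tested genes where chance gives 10%. Among the alternatives run with edgeR, dropping the filter on low counts moved the count of higher genes most, to 913 higher and 521 lower at an unadjusted p under 0.05, and to 104 and 52 at an adjusted p under 0.05. Single libraries moved these counts: without Indirubin-1, 543 genes were higher and 579 lower at an unadjusted p under 0.05, and 58 and 76 at an adjusted p under 0.05. Without DSS-3 the unadjusted counts were 860 and 154, and without DSS-1 they were 727 and 370. Without Indirubin-2 they were 330 and 202, and without Indirubin-3 they were 292 and 190. The smallest p-values among higher genes belonged to Pnliprp1 (ENSMUSG00000042179, chromosome 19, 58717319 to 58732601), Ctrb1 (ENSMUSG00000031957, chromosome 8, 112413151 to 112417642) and Nlrp12 (ENSMUSG00000078817, chromosome 7, 3267458 to 3298370). Pnliprp1, a pancreatic lipase-related gene, had 11, 322 and 395 counts in the 3 indirubin-treated mice and none in the DSS mice, at least 39.0-fold higher. Ctrb1, a pancreatic protease gene, had 15, 1959 and 2817 counts with indirubin and 0, 0 and 6 without (log2 fold change 9.16, standard error 1.52, adjusted p = 0.223, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so that Indirubin-2 and Indirubin-3 decide the means of both genes. Nlrp12 was at 16.7 ± 4.87 against 1.90 ± 1.04 (log2 fold change 3.13, standard error 0.59, adjusted p = 0.270 from the same edgeR test). Among lower genes they belonged to Etfb (ENSMUSG00000004610, chromosome 7, 43093507 to 43107224), Hapln4 (ENSMUSG00000007594, chromosome 8, 70536107 to 70543512) and Angptl8 (ENSMUSG00000047822, chromosome 9, 21746806 to 21748643). Etfb was at 5.39 ± 0.745 against 31.9 ± 12.0 (log2 fold change -2.57, standard error 0.44, adjusted p = 0.223 from the same edgeR test), and its log2 fold change stayed between -2.87 and -2.23 with each mouse left out in turn. Hapln4 had a log2 fold change of -3.57 (standard error 0.64) and Angptl8 of -4.02 (standard error 0.74). For Nlrp12 and these 3 lower genes, no indirubin-treated mouse overlapped a DSS mouse (p = 0.10, exact two-sided permutation test). They were picked for small p-values on the same libraries, so this exact p does not measure chance for them.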

Gene ontology biological process (GOBP) enrichment analysis of the DEGs indicated that indirubin treatment significantly downregulated metabolic pathways, particularly those involved in cholesterol metabolism and steroid hormone biosynthesis. Conversely, biological processes such as the response to hypoxia, inflammatory response, innate immune response, and apoptotic process were notably upregulated (Figure 7B). Additionally, the minimal expression of hepatic TLRs suggests that endotoxemia was absent in indirubin‐treated mice (Figure S2C, Supporting Information). 

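For cholesterol metabolism, 37 of the 38 listed genes were tested, 29 of them lower with indirubin, with a median log2 fold change of -0.32 (adjusted p = 2.11e-04 from limma's camera). Its adjusted p ranged from 1.27e-06 to 0.00614 across the 6 fits that each left out one mouse, and from 1.27e-06 to 0.326 over these and the other alternatives run on the lists (DESeq2's size factors, at least 10 counts in every library, the replicate block, the Reactome sets and fry). By library, the median of the list lay -0.21, -0.52 and -1.19 log2 units from the DSS mean in the 3 indirubin-treated mice, and -0.30, -0.03 and 0.49 in the DSS mice. The smallest p-values among its lower genes were those of Dhcr7, at 5.16 ± 2.28 against 14.1 ± 4.86 (log2 fold change -1.47, standard error 0.51, adjusted p = 0.500, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Insig1 (log2 fold change -1.40) and Apoa2 (log2 fold change -1.54). The groups did not overlap for Dhcr7 and Apoa2, and they did for Insig1. Apoa4 went the other way, at a log2 fold change of 3.73 (standard error 1.21), which Indirubin-3 decided: without that mouse it was 1.35. For steroid metabolism, 23 of the 29 listed genes were tested, 17 of them lower with indirubin, with a median log2 fold change of -0.35 (adjusted p = 0.00260 from limma's camera). Indirubin-1 lay 0.29 log2 units above the DSS mean for this list, while Indirubin-2 and Indirubin-3 lay at -0.85 and -1.26. Hsd17b2 (log2 fold change -1.42, standard error 0.47) and Nr0b2 (log2 fold change -1.46, standard error 0.63) were lower without overlap between the groups, and Cyp17a1 had 0, 182 and 243 counts with indirubin and 5, 18 and 8 without. When only genes with at least 10 counts in every library were kept, the adjusted p of the steroid list was 0.0546, in a range from 1.26e-04 to 0.334 over its alternatives. Of the other lists written for processes of Figure 7B, complement activation had a median log2 fold change of -0.37 (adjusted p = 0.00670 from limma's camera) and N-linked glycosylation of -0.41 (adjusted p = 0.00260 from the same test). Of the 28 complement genes tested, 18 were lower and 10 higher with indirubin. The groups did not overlap for 6 of the lower genes and 2 of the higher ones. C1qb was among those 2 (log2 fold change 1.47, standard error 0.44). By library, the complement list lay at -0.54, -0.39 and 0.05 log2 units from the DSS mean with indirubin. The DSS mice lay at -0.50, 0.02 and 0.48. For N-linked glycosylation, 18 of the 25 tested genes were lower. With library size as the only normalization the median of complement activation was -0.01 and that of N-linked glycosylation -0.34. Under the same scaling the median of the cholesterol list was -0.17 and that of the steroid list -0.36. Without DSS-3 the adjusted p of complement activation and N-linked glycosylation were 0.0788 and 0.0796, in ranges from 1.45e-04 to 0.377 and from 7.16e-04 to 0.326 over their alternatives, in limma's camera or fry. Under fry, which presets no correlation between genes, none of the 11 lists had an adjusted p under 0.05, and that of the cholesterol list was 0.326. In no list did a gene have an adjusted p under 0.05 over all genes tested; adjusted over the list alone, the count was 0 for cholesterol, 0 for steroid, 1 for complement and 2 for N-linked glycosylation.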

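For the response to hypoxia, 26 of the 37 listed genes were tested, 18 of them higher with indirubin, with a median log2 fold change of 0.66 (adjusted p = 0.119 from limma's camera). The list lay at 0.08, 0.72 and 1.14 log2 units from the DSS mean in the 3 indirubin-treated mice, and without Indirubin-1 its camera adjusted p was 0.00409, in a range from 0.00409 to 0.962 over its alternatives. Ddit4 had 21, 285 and 592 counts with indirubin and 17, 23 and 67 without (log2 fold change 2.68, standard error 0.75, adjusted p = 0.433, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For the inflammatory response, 31 of the 60 listed genes were tested, 21 of them higher with indirubin, with a median log2 fold change of 0.95 (adjusted p = 0.255 from limma's camera). Without Indirubin-2 the list was lower relative to all other genes in limma's camera, while 64.5% of its tested genes were higher (adjusted p = 0.956), and without Indirubin-1 it was higher (camera adjusted p = 0.00229), the ends of its range over its alternatives apart from the Reactome set (0.962). S100a9 had 83, 1292 and 483 counts with indirubin and 77, 11 and 85 without (log2 fold change 3.09, standard error 0.71, adjusted p = 0.397, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Cxcl13 had 4, 1325 and 1148 and 24, 50 and 88. For the innate immune response, 41 of the 55 listed genes were tested, 32 of them higher with indirubin, with a median log2 fold change of 0.66 (adjusted p = 0.0144 from limma's camera), and its camera adjusted p was under 0.05 without Indirubin-3 or DSS-1 and ranged up to 0.258 without Indirubin-1, Indirubin-2, DSS-2 or DSS-3. Ifit3 was at 15.1 ± 6.10 against 4.22 ± 0.422 (log2 fold change 1.84, standard error 0.50), with no overlap between the groups. For the apoptotic process, 37 of the 50 listed genes were tested, 24 of them higher with indirubin, with a median log2 fold change of 0.21 (adjusted p = 0.731 from limma's camera). Camera turned it lower relative to all other genes without Indirubin-2 and without DSS-3, where 50.0% and 61.5% of its tested genes were higher. The Reactome sets paired with the innate immune and apoptosis lists were lower relative to all genes in limma's camera (adjusted p = 0.962 and 0.355), and the adjusted p of these lists ranged from 0.0142 to 0.962 and from 0.285 to 0.986 over their alternatives. For collagen metabolism, 32 of the 49 listed genes were tested, 25 of them higher with indirubin, with a median log2 fold change of 0.89 (adjusted p = 0.00260 from limma's camera), and without DSS-1 its camera adjusted p was 0.0857, in a range from 0.00265 to 0.149 over its alternatives. Adjusted over the list alone, 2 genes of the inflammatory list and none of the hypoxia, innate immune, apoptosis and collagen lists had an adjusted p under 0.05, beside 8 of the inflammatory list and 6, 6, 3 and 7 of the others in that order at an unadjusted p under 0.05. With library size as the only normalization the medians of the hypoxia, inflammatory and innate immune lists were 1.04, 1.54 and 1.03. Those of the apoptosis and collagen lists were 0.57 and 1.08. The median of all tested genes was also higher under that scaling, at 0.43 against 0.15.

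**Figure D1:**
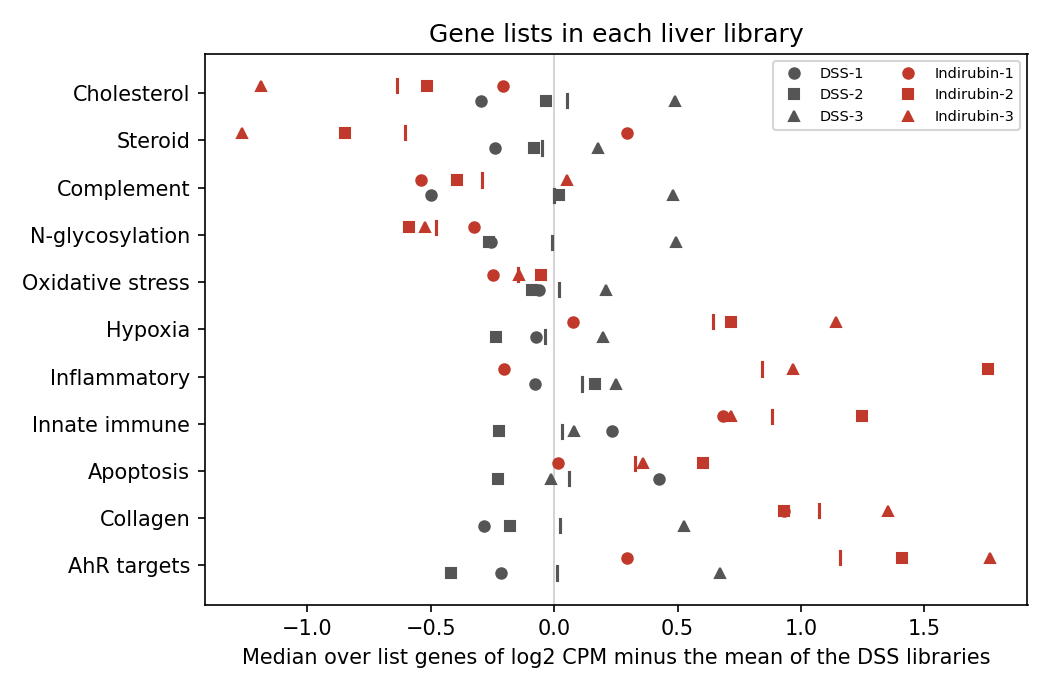
Median over the tested genes of each list of log2 CPM minus the mean of the DSS libraries (horizontal axis, log2 units), for each of the 3 DSS and 3 Indirubin libraries (points) with the mean of each group (bars). The Indirubin libraries of the cholesterol list lie between -1.19 and -0.21, and DSS-1 lies at -0.30.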

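None of the 12 Toll-like receptor genes of the mouse passed the filter on low counts, so that no fold change or p-value was computed for them. Tlr2 (ENSMUSG00000027995, chromosome 3, 83743579 to 83749074) had 0, 28 and 44 counts in the indirubin-treated mice and 0, 0 and 4 in the DSS mice, or 2.44 ± 2.30 against 0.147 ± 0.254 normalized CPM (SD, n = 3), with the groups overlapping because Indirubin-1 had none. Tlr4 (ENSMUSG00000039005, chromosome 4, 66745821 to 66848521) had 0, 11 and 23 against 7, 0 and 4 counts, and overlapped likewise. Tlr13 (ENSMUSG00000033777, chromosome X, 105186810 to 105204099) had 9, 12 and 16 against 2, 0 and 0 counts, which is at least 2.52-fold higher with indirubin and without overlap. Tlr6, Tlr9 and Tlr11 had no count in any of these 6 libraries, and Tlr5 had counts in DSS-3 only. At these counts a difference in most of the receptors was not detectable.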

Analysis of *AhR^−/‐^* mice using the AhR‐binding element (dioxin‐responsive element, DRE) database^[^ ^28^ ^]^ revealed that 1214 DRE‐harboring genes were downregulated in these mice. A comparison between indirubin‐upregulated transcriptomes and the downregulated DRE‐harboring genes indicated that only 76 transcripts overlapped, confirming that the hepatic response to indirubin does not reflect a classic AhR agonist mechanism (Figure 7C; Table S1, Supporting Information). Furthermore, comparative analysis of indirubin‐upregulated genes with gene expression changes in hepatic tissues from patients with alcoholic hepatitis (GSE28619) and acute liver failure (GSE38941) showed that the top enriched co‐expressed pathways were related to extracellular matrix organization, response to hydrogen peroxide, and regulation of the inflammatory response (Figure 7D). 

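Of the 76 genes in Table S1, 46 passed the filter on low counts, all of them higher with indirubin than with vehicle. Their median log2 fold change was 2.06. At an unadjusted p under 0.05 there were 36, at an adjusted p under 0.05 there were 0, and adjusted over the list alone there were 0 (smallest adjusted p over all genes 0.433, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The authors chose these genes on the same libraries, so these counts are not independent evidence. In 37 of the 46, every indirubin-treated mouse was above every DSS mouse, and in 24 of the 76 all DSS libraries had at most 3 counts. Cyp1a1 (ENSMUSG00000032315, chromosome 9, 57595211 to 57611107) had 0, 262 and 417 counts in the indirubin-treated mice and none in the DSS mice, a mean at least 35.9-fold higher with indirubin that Indirubin-2 and Indirubin-3 carry. Cyp1a2 (ENSMUSG00000032310, chromosome 9, 57584220 to 57590986) was at 82.0 ± 21.6 against 26.4 ± 15.5 (log2 fold change 1.63, standard error 0.49, adjusted p = 0.436, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Indirubin-1 was the highest of the 6 libraries at 105. Cyp1b1 (ENSMUSG00000024087, chromosome 17, 80008966 to 80022490) had 10, 21 and 31 against 0, 0 and 4 counts, and Nqo1 (ENSMUSG00000003849, chromosome 8, 108114857 to 108129838), which did not pass the filter, had 6, 39 and 33 against 4, 0 and 4. In a list of genes commonly used as targets of the aryl hydrocarbon receptor, 13 of the 22 listed genes were tested, 9 of them higher with indirubin, with a median log2 fold change of 1.31 (adjusted p = 0.0480 from limma's camera). Its camera adjusted p was 0.175 without Indirubin-2, 0.0946 without Indirubin-3 and 0.0688 without DSS-1, in a range from 1.91e-06 to 0.219 over its alternatives. The low end of that range came from the Reactome xenobiotics set paired with the list, which shares 2 genes with it and was lower with indirubin rather than higher. Adjusted over the list alone, 3 genes had an adjusted p under 0.05 in the edgeR test. The set of genes downregulated in AhR-deficient mice was not used here, so the overlap itself was not recomputed. From the size of the overlap, the paper concludes that the hepatic response is not that of a classic AhR agonist.

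**Figure D2:**
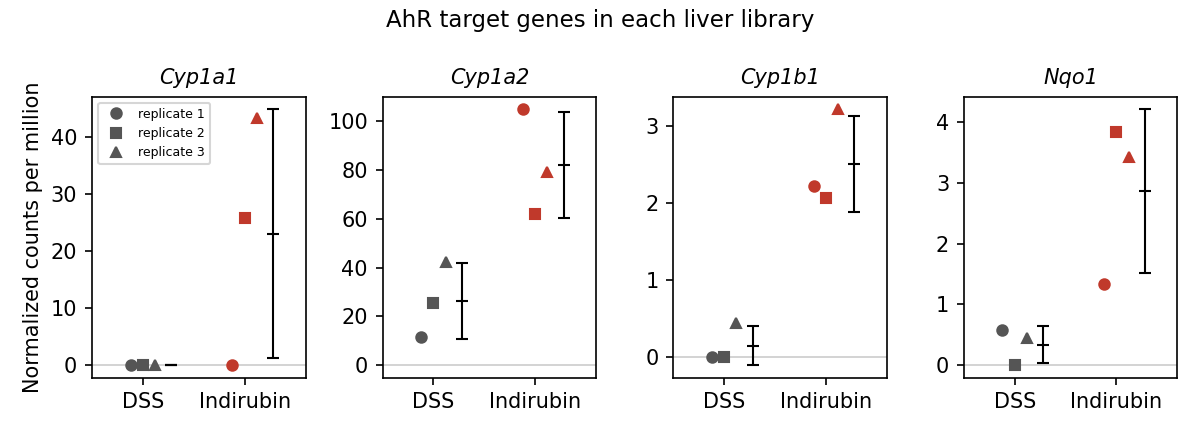
Normalized CPM (vertical axes) of Cyp1a1, Cyp1a2, Cyp1b1 and Nqo1 in the 3 DSS and 3 Indirubin libraries (points, by replicate), with the mean ± SD of each group (n = 3). Cyp1a1 is at 0 in Indirubin-1, where Cyp1a2 is at 105.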

Consistently, co‐expressed genes involved in extracellular matrix organization, such as *adamts2*, *tnfrsf11b*, *col1a2*, and hydrogen peroxide response, such as *nqo1*, *ect2*, *cyp1b1*, were significantly increased in indirubin‐treated liver tissues (Figure 7E). 

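Prdx4 (ENSMUSG00000025289, chromosome X, 154106914 to 154123750), which encodes a peroxiredoxin, had 31, 33 and 41 counts in the indirubin-treated mice and 71, 63 and 419 in the DSS mice, or 4.80 ± 1.88 against 23.2 ± 19.8 normalized CPM (SD, n = 3). Its log2 fold change was -2.30 (standard error 0.61, adjusted p = 0.433 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and without DSS-3 it was -1.32. Prdx1 (ENSMUSG00000028691, chromosome 4, 116542741 to 116558019) was at 65.0 ± 4.72 against 121 ± 33.9 (log2 fold change -0.90, standard error 0.39, adjusted p = 0.628 from the same edgeR test), and neither gene's groups overlapped. Pdx1 (ENSMUSG00000029644, chromosome 5, 147206769 to 147212658), a pancreatic transcription factor gene, had 11 counts in Indirubin-3 and none in the other 5 libraries, so that a decrease with indirubin was not detectable. Of the other genes drawn in Figure 7F, Mmp14 (log2 fold change -1.58), Idh1 (-1.12), Alad (-1.66) and Aldh1a1 (-1.07) were lower in every indirubin-treated mouse than in every DSS mouse. Apoe was lower (log2 fold change -0.99, standard error 0.59) with overlapping groups, and Neil1 had 0, 7 and 0 against 14, 28 and 10 counts. Figure 7F appears to be drawn from these same libraries, so the direction of its genes here is not independent evidence. The list of oxidative stress genes includes the genes of Figure 7F, so its result is not independent of them either. For this list, 39 of 44 were tested, 22 lower and 17 higher, with a median log2 fold change of -0.02 (adjusted p = 0.0712 from limma's camera). Its camera adjusted p was 0.0325 without DSS-1 and 0.0476 without Indirubin-2, in a range from 0.0325 to 0.432 over its alternatives. With library size as the only normalization the median was 0.21, so that its sign turned, though it stayed below the median of all tested genes. Gpx3 rose by a log2 fold change of 2.66 (standard error 0.74) with overlapping groups. Hmox1 (log2 fold change 1.79, standard error 0.46) and Gsr (1.37, standard error 0.45) were higher in every indirubin-treated mouse, and Mgst1 (-1.44, standard error 0.49) was lower in each. Adjusted over the list alone, 4 of its genes had an adjusted p under 0.05.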

Notably, indirubin treatment downregulated oxidative stress response genes, including *pdx1* and *prdx4* (Figure 7F), suggesting enhanced hepatic oxidative stress. Consistent with this, we observed reduced levels of hepatic redox enzymes, including mitochondrial superoxide dismutase (SOD) and cytoplasmic glutathione peroxidase (GPX), alongside elevated malondialdehyde (MDA) in indirubin‐treated mice (Figure 7G).

**Figure 7:**
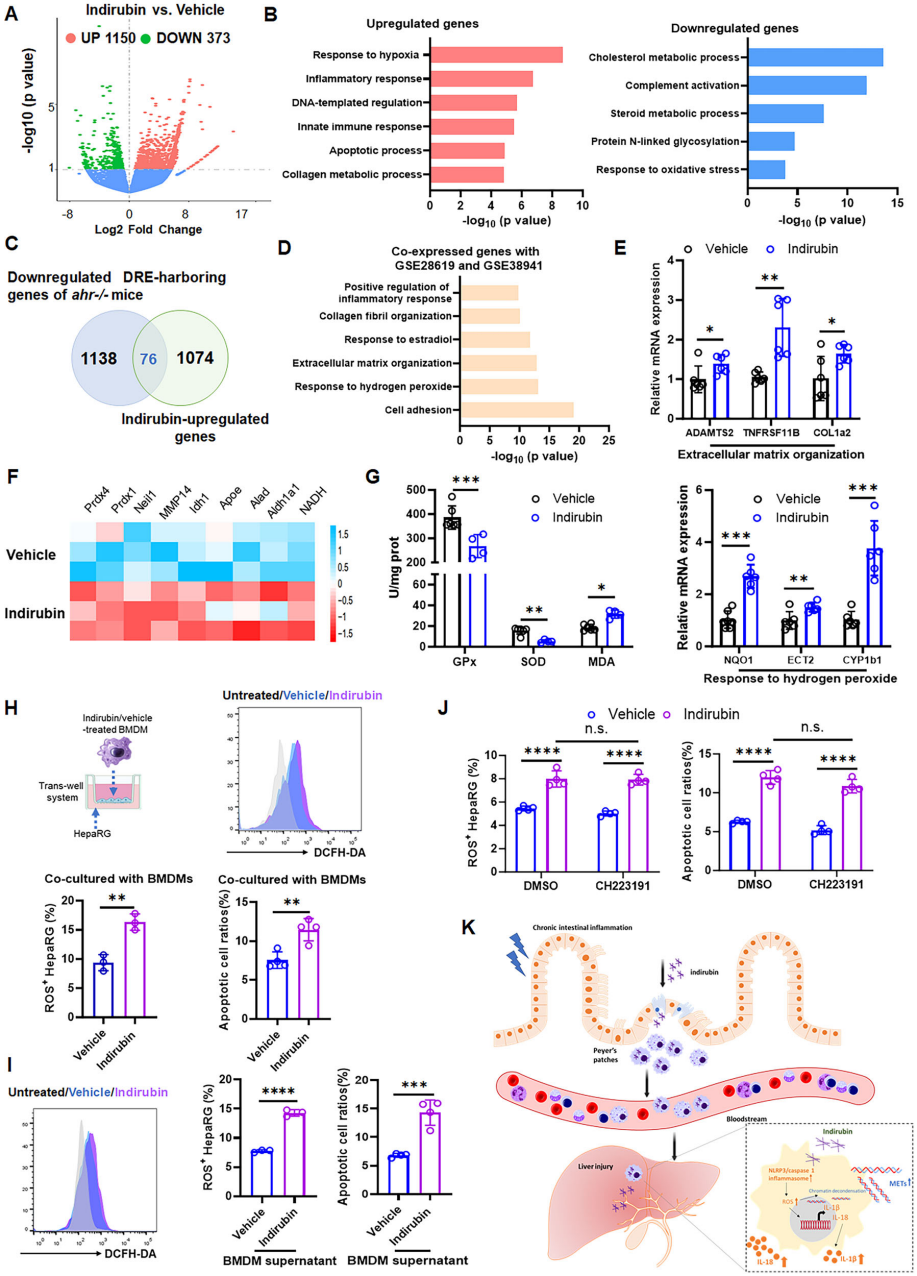
Indirubin‐induced METs exacerbate oxidative stress‐associated hepatocyte injury. A) Volcano plots showing adjusted *p*‐value for differentially expressed genes (DEGs) in vehicle‐ and indirubin‐treated mice. B) Gene ontology (GO) analysis of the DEGs in livers of indirubin‐treated mice. C) Overlap analysis of DEGs between *AhR^−/‐^* mice (genes with DRE binding sites) and indirubin‐treated colitis mice. D) GO analysis of co‐expressed genes in indirubin‐treated colitis mice and human datasets (alcoholic hepatitis: GSE28619; acute liver failure: GSE38941). E) The mRNA expression of extracellular matrix organization‐ and hydrogen peroxide response‐related genes. Data are expressed as mean ± SD (*n*  = 6). F) Oxidative stress response‐related gene expression changes in vehicle‐ and indirubin‐treated mice. G) Hepatic glutathione peroxidase (GPx), superoxide dismutase (SOD) and malondialdehyde (MDA) levels. Data are expressed as mean ± SD (*n*  = 6). H) ROS production and apoptosis (PI/Annexin V assay) in HepaRG cells co‐cultured with indirubin or vehicle pre‐treated BMDMs for 48 h. Data are expressed as mean ± SD (*n*  =  4). I) ROS production and apoptosis in HepaRG incubated with supernatant from vehicle‐ or indirubin‐treated BMDMs for 48 h. Data are expressed as mean ± SD (*n*  = 4). J) ROS production and apoptosis in HepaRG cells directly treated with indirubin or vehicle for 48 h. Data are expressed as mean ± SD (*n*  = 4). K) Proposed mechanism of indirubin aggregates from Peyer's patches are internalised by macrophages, transported to the livers via ciculation, and activate the NLRP3 inflammasome. This triggers METs release, amplifying oxidative stress‐induced liver injury. n.s., not significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 (Student's *t* test or one‐way ANOVA).

To further examine whether indirubin‐induced METs potentiate oxidative damage in hepatocytes, we co‐cultured indirubin‐pretreated BMDMs with HepaRG cells in vitro. Hepatocytes co‐cultured with indirubin‐treated BMDMs or incubated with supernatant derived from indirubin‐treated BMDMs exhibited increased ROS production and apoptosis (Figure 7H,I), indicating that indirubin‐induced METs promote hepatocyte injury. Direct treatment of HepaRG cells with indirubin alone also increased ROS production and cell death. However, co‐treatment with the AhR antagonist CH223191 failed to reverse these effects, demonstrating that hepatocyte damage is AhR‐independent (Figure 7J). Collectively, these findings suggest that both indirubin‐derived METs and indirubin itself induce oxidative stress, leading to hepatic injury.

## 3 Discussion

Previous studies demonstrate that indirubin undergoes partial absorption and hepatic metabolism via the first‐pass effect when administered through non‐oral routes (e.g., intravenous or intraperitoneal).^[^ ^29^ ^]^ However, this contrasts with clinical observations, where oral indirubin exhibits extremely low bioavailability due to poor aqueous solubility and rapid systemic metabolism, rendering first‐pass effects clinically insignificant. Early in vitro studies confirmed that hepatic cytochrome P450 enzymes, particularly CYP1A1/2, metabolize indirubin.^[^ ^30^ ^]^ Notably, indirubin also induces CYP enzymes, accelerating its own metabolism – a self‐limiting mechanism that further reduces systemic exposure. While indirubin may undergo phase I metabolism, its poor solubility, and tendency to aggregate likely restrict intestinal absorption and enzymatic access, limiting systemic exposure. Recent studies indicate indirubin modulates gut microbiota by increasing the relative abundance of *Alloprevotella*, *Rikenella*, and *Lactobacillus*,^[^ ^31^, ^32^ ^]^ suggesting intestinal retention of indirubin, though direct evidence of bacterial metabolism remains lacking. Our study detected 10%–15% of unmetabolized indirubin in stool, implying potential bacterial utilization requiring further validation. Indirubin absorption occurs primarily via passive diffusion, with no involvement of P‐glycoprotein or multidrug resistance‐associated protein.^[^ ^33^ ^]^ To date, no conclusive evidence exists for indirubin metabolism by hepatic enzymes or gut bacteria. Our work demonstrates that indirubin, a poorly soluble plant‐derived molecule, induces hepatotoxicity in mice with chronic colitis. This occurs primarily through macrophage adsorption in the Peyer's patches, followed by transport to the liver and lungs. Macrophage phagocytosis of indirubin triggers NLRP3 inflammasome activation and subsequent METs formation (Figure 7K). These results suggest a novel transport mechanism for poorly soluble molecules via macrophages‐mediated circulatory delivery to the liver. To our knowledge, this is the first report of systemic dissemination of an insoluble molecule through macrophage transport.

As key mediators of host defense, macrophages ingest diverse foreign particles, including microbial pathogens, therapeutic agents, and environmental contaminants, for intracellular degradation.^[^ ^34^, ^35^, ^36^ ^]^ Unlike intestinal macrophages, those in Peyer's patches lack anti‐inflammatory characteristics, as their primary role is to neutralize foreign particles and initiate adaptive immune responses.^[^ ^20^ ^]^ Pharmacokinetics studies revealed indirubin distribution in Peyer's patches, plasma, liver, and lung. Further findings – 1) colocalization with CX_3_CR1^+^ macrophages in Peyer's patches and 2) reversal of indirubin's detrimental effects upon macrophage depletion – align with our LC‐MS/MS data indicating macrophage‐mediated transport of indirubin from Peyer's patches into systemic circulation.

Interestingly, while we observed greater indirubin accumulation in the lungs compared to the liver, this did not correlate with noticeable tissue damage. This organ‐specific discrepancy may reflect the differential roles of METs in tissue homeostasis. Hepatic METs are well‐documented to exacerbate iron overload‐related liver ischemia/reperfusion injury via ferroptosis.^[^ ^37^ ^]^ Consistently, exposure to polystyrene microplastics caused liver fibrotic injury in mice, characterized by macrophage recruitment and METs formation,^[^ ^38^ ^]^ whereas emerging evidence indicates that pulmonary METs may serve protective roles – for instance, enhancing phagocytic clearance of particulate matter without causing airway injury.^[^ ^39^ ^]^ Our findings align with this dichotomy, as indirubin accumulation in the lungs did not induce MET‐associated injury. Clinically, pulmonary arterial hypertension, but not alveolar injury is the reported adverse effect of indirubin, implicating vascular dysfunction (e.g., endothelial cell targeting) rather than parenchymal damage. This supports our observation that lung accumulation does not equate to alveolar toxicity. Further studies on lung‐specific transporters or endothelial pathways are warranted to unravel indirubin's pulmonary pharmacokinetics.

Indirubin and indigo are potent ligands of AHR, with indirubin being a 50‐fold more potent agonist than indigo.^[^ ^40^ ^]^ When comparing altered transcriptomes with those induced by tetrachlorodibenzo‐p‐dioxin (TCDD), a potent AHR agonist, we observed only 76 overlapping differentially expressed genes. While we cannot preclude the potential AhR‐mediated effects of released indirubin on hepatic cells, our in vitro study demonstrated that direct indirubin exposure damages hepatocytes through an AhR‐independent mechanism, as evidenced by the inability of the AhR antagonist CH223191 to reverse these effects. Importantly, our current study revealed that indirubin‐internalizing macrophages exhibit ruptured plasma membrane, NLRP3 inflammasome activation, and subsequent METs formation. METs are specialized structures produced during liver injury to eliminate invading foreign particles in response to chemical stimuli and cytokines.^[^ ^38^, ^41^ ^]^ This process, termed ETosis, is a unique form of programmed cell death characterized by the release of extracellular traps (ETs) – DNA‐protein complexes expelled from immune cells to immobilize pathogens. Initially described in neutrophils as NETosis, ETosis has since been extended to other immune cells, including macrophages (METosis) and eosinophils (EETosis).^[^ ^42^ ^]^ Unlike apoptosis (marked by cytoplasmic shrinkage and apoptotic body formation)^[^ ^43^ ^]^ or autophagy (defined by autophagosome‐mediated cytoplasmic vacuolization),^[^ ^44^ ^]^ ETosis involves nuclear disintegration and expulsion of chromatin mixed with antimicrobial proteins to form extracellular “traps”,^[^ ^45^ ^]^ ultimately leading to cell death. Transcriptomic analysis further confirmed oxidative stress as the primary regulatory mechanism in the livers of indirubin‐treated mice. These findings suggest that indirubin‐induced METs exacerbate oxidative damage in hepatic tissue.

Given that most herbal compounds, such as indirubin, are poorly water‐soluble, our findings offer valuable insights for optimizing clinical formulations to improve safety. For instance, designing “bio‐invisible” nanomaterials for indirubin encapsulation, such as nanoparticles surface‐functionalized with CD47 (“don't eat me”) ligands to evade macrophage recognition via signal regulatory protein (SIRP)‐α binding, could reduce hepatic uptake.^[^ ^34^ ^]^ Studies indicate that macrophages preferentially internalize larger particles (1–3 µm in size),^[^ ^46^ ^]^ while smaller particles (< 500 nm) exhibit higher rates of exocytosis.^[^ ^47^ ^]^ Alternatively, an enteric‐coated micro‐pellet formulation could enable targeted intestinal delivery, minimizing systemic distribution and macrophage uptake. Future studies should focus on optimizing indirubin‐loaded nanomaterials or particle size to balance intestinal retention with avoidance of phagocytic clearance. Beyond formulation strategies, combining indirubin with anti‐METosis therapies could reduce the risk of METs‐induced liver injury. For instance, lactoferrin, a glycoprotein known to suppress NETs, has been shown to decrease METs generation and alleviate acute kidney injury in murine models of rhabdomyolysis‐induced renal damage.^[^ ^27^ ^]^ Similarly, DNase 1 and α1‐antitrypsin mitigate lung inflammation by degrading METs and neutralizing proteases, respectively, a therapeutic approach under investigation for cystic fibrosis lung disease.^[^ ^48^ ^]^ Conversely, cigarette smoke exacerbates lung damage in chronic obstructive pulmonary disease by increasing METs production; DNase treatment may counteract this by destroying METs and restoring protease balance.^[^ ^49^ ^]^ Beyond direct METs degradation, inhibiting PAD2 and PAD4 (enzymes critical for synthesizing citrullinated METs) has shown promise in treating rheumatoid arthritis.^[^ ^50^ ^]^ These approaches collectively aim to reduce inflammation and tissue damage linked to METosis. Integrating indirubin with anti‐METosis therapies may enable safer treatment regimens that mitigate METs‐related complications.

In conclusion, our study demonstrates that indirubin, the major bioactive molecule of indigo naturalis, contributes to hepatic impairment in mice with chronic colitis. The mechanism does not involve the breakdown of the gut‐blood barrier and passive crossing, as proposed for bacteria translocation.^[^ ^51^ ^]^ Instead, it is mediated by phagocytosis of indirubin aggregates by pro‐inflammatory macrophages in Peyer's patches. Our study posits a novel mechanism whereby indirubin bypasses traditional absorption routes and is absorbed via the intestinal lymphatic system, potentially explaining its paradoxical hepatic toxicity. This lymphatic route could direct indirubin to the liver without first‐pass metabolism. Our findings highlight a transport pathway with significant promise for targeted drug delivery, particularly in liver diseases such as cirrhosis and hepatocellular carcinoma. Poorly soluble pharmacological agents could be engineered to exploit Peyer's patches, enabling direct hepatic delivery and increasing local drug concentrations. Moreover, this mechanism may extend to other water‐insoluble, plant‐derived therapeutics, such as curcumin. While Peyer's patches allow particles to bypass gastrointestinal absorption barriers and first‐pass metabolism, this route risks unintended hepatic accumulation. Clinical success will require meticulous optimization of formulation parameters (e.g., particle size, shape, and surface coating) and dosage regimens, with deliberate consideration of this delivery mechanism. Rigorous dose monitoring and tissue‐specific targeting strategies are essential to enhance delivery efficiency to target cells while minimizing off‐tissue effects, thereby improving therapeutic outcomes and reducing systemic toxicity.

## 4 Experimental Section

### Chemicals and Drugs

Indigo Naturalis (IN) was purchased from Sichuan Qianfang Pharmaceutical Co., Ltd. (Chengdu, China). HPLC analysis confirmed that IN contains 2.38% indigo (ING) and 0.39% indirubin (INB). Reference standards of indigo (ING) (A0264; ≥98% purity) and indirubin (INB) (A1147; ≥98% purity) were obtained from Chengdu Must Bio‐technology Co., Ltd. (Chengdu, China).

### Mice

C57BL/6J wild‐type mice (7–8 weeks old, 21–24 g) were purchased from The Chinese University of Hong Kong (China). *IL‐10^1Cgn^*/J mice (6–8 weeks old, 21–25 g) were acquired from The Jackson Laboratory (Maine, USA). Mice were housed under a 12‐h light‐dark cycle with ad libitum access to food and water. Euthanasia was performed via cervical dislocation under anesthesia or anesthetic overdose. All procedures were approved by the Committee on the Use of Human and Animal Subjects in Teaching and Research (HASC) of Hong Kong Baptist University (Protocol No. REC/19‐20/0301) and complied with the Animals Ordinance of the Department of Health, Hong Kong SAR, China.

### Model Establishment

Chronic colitis was induced in C57BL/6J mice using three cycles of dextran sulfate sodium (DSS) administration. Each cycle comprised 1 week of 1.8% (w/v) DSS (MP Biomedicals, Aurora, USA) in drinking water followed by 1 week of recovery. The mice were randomized into four groups: 1) the control group received 200 µL of sterile water orally each day; 2 and 3) the ING or INB groups were given 1 g kg day^−1^ of ING or INB, respectively, each suspended in an equal volume of sterile water; 4) the IN group was administered 6 g kg day^−1^ of IN orally. For FITC‐labeled particle tracking, insoluble artificial particles (5–7.9 µm; Spherotech, FP‐6052‐2) were labeled with fluorescein isothiocyanate (FITC) and administered orally (1 g kg^−1^). Tissue distribution was monitored at 2 and 6 h post‐administration using an IVIS imaging system. Liver tissues were embedded in an OCT compound, sectioned (8 µm thickness), and imaged via STED confocal microscopy.

### Hepatic Transaminases Measurement

Serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels were quantified using Stanbio Laboratory kits (#2930 and #2920, respectively) per manufacturer protocols.

### TUNEL Assay

Liver tissues were fixed in 4% paraformaldehyde. Apoptotic cells in paraffin‐embedded sections were detected using the TUNEL Assay Kit – HRP‐DAB (ab206386, Abcam, USA) or Click‐iT Plus TUNEL Assay (C10617, Invitrogen, USA). Fluorescence microscopy (Leica, Germany) was used for imaging, with TUNEL‐positive cells quantified by three independent investigators.

### Masson's Trichrome Staining

Collagen deposition was assessed using a trichrome stain kit (ab150686, Abcam, USA). After deparaffinization and hydration in distilled water, tissue sections were immersed in pre‐warmed Bouin's fluid (56–64 °C) for 60 min, followed by cooling for 10 min. Sections were rinsed thoroughly with water until clear, then treated with Weigert's iron hematoxylin for 5 min. After rinsing, Biebrich scarlet/acid fuchsin solution was applied for 15 min. Sections were treated with phosphomolybdic/phosphotungstic acid until collagen destaining occurred, followed by aniline blue solution (10 min), a rinse, and 1% acetic acid treatment (5 min). Finally, sections were dehydrated in 95% ethanol (two rounds) and visualized under a microscope.

### 16S rRNA FISH

Tissue sections were hybridized overnight at 37 °C with Cy3‐labeled eubacterial probes (MBD0033, Sigma, USA). Sections were incubated at 48 °C for 15 min the next day, rinsed in pre‐cooled water, counterstained with DAPI, and imaged using a confocal microscope.

### Immunohistochemical (IHC) Staining

Formalin‐fixed, paraffin‐embedded (FFPE) liver sections were deparaffinized in xylene, rehydrated through graded ethanol, and subjected to antigen retrieval in citrate buffer (pH 6.0). Endogenous peroxidase activity was blocked with 0.3% hydrogen peroxide in PBS (10 min). Sections were incubated overnight with primary antibodies, washed three times with PBS, and incubated with secondary IgG and DAPI. Slides were mounted with fluorescent anti‐fade medium and analyzed by confocal microscopy.

### LC‐MS/MS Quantification

Tissues were homogenized in dimethylformamide (DMF). Plasma samples were dried under nitrogen and reconstituted in 200 µL DMF. After centrifugation (12 000 rpm, 10 min), indirubin levels were analyzed using an Agilent 1290 Infinity II – 6470 LC/TQ system (USA) with a ZORBAX Eclipse Plus C18 column (2.1 × 100 mm, 1.8 µm; 40 °C). The mobile phase comprised 0.1% formic acid in water (A) and acetonitrile (B), with a gradient from 5% to 66% B over 8 min (flow rate: 0.4 mL min^−1^; injection volume: 1 µL). Indirubin was detected via MRM (ESI+, m/z 263→219) with the following parameters: gas temperature 350 °C, drying gas 10 L min^−1^, nebulizer 45 psi, sheath gas 350 °C, sheath flow 8 L min^−1^, capillary voltage 4.0 kV.

### Isolation of Single‐Cell Suspensions from Peyer's Patches

Tissues were dissociated using a syringe plunger, digested in RPMI‐1640 containing collagenase IV and DNase I (Sigma, USA; 37 °C, 30 min), vortexed (15 sec ), filtered through a 70‐µm strainer, and centrifuged (400 × g, 5 min). Cells were resuspended in PBS for analysis.

### Peripheral Blood Mononuclear Cell (PBMC) Isolation

Whole blood was stained with monoclonal antibodies (20 min, 4 °C), treated with ACK lysis buffer (A1049201, Thermo Fisher, USA), centrifuged, and resuspended in PBS.

### Macrophage Depletion

Clodronate‐loaded liposomes (LIPOSOMA BV, Netherlands) were administered intraperitoneally (100 µL of 5 mg mL^−1^ per mouse, twice weekly, days 16–40) to chronic colitis mice ± indirubin. Clodronate induces macrophage apoptosis via liposome internalization and intracellular accumulation.^[^ ^52^, ^53^ ^]^ Depletion was confirmed by macrophage‐specific staining (Figure 4F).

### Bone Marrow‐Derived Macrophage (BMDM) Culture

Bone marrow from C57BL/6J mouse tibias/femurs was cultured in RPMI‐1640 with 10 ng mL^−1^ M‐CSF (PMC2044, Thermo Fisher, USA). On day 7, cells were stimulated with LPS (250 ng mL^−1^; L8880, Solarbio, China) and IFN‐γ (100 ng mL^−1^; 575 306, BioLegend, USA) for 24 h.

### RT‐PCR

RNA was extracted using TRIzol, resuspended in RNA‐free water (100 µL), and reverse‐transcribed (5 µg RNA) with a SuperScript kit (Invitrogen). SYBR Green Master Mix was used for amplification.

### Phagocytosis Assay

BMDMs (1 × 10^5 ^cells) ± INB were incubated with pHrodo Green *E. coli* BioParticles (P35366, Invitrogen; 37 °C, 1 h). Phagocytosis was quantified by flow cytometry (pHrodo Green‐positive cells).

### Transcriptomic Analysis

Liver RNA was extracted using RNeasy Plus Micro Kit (Qiagen, Germany). Libraries (400 ng RNA) were sequenced on a DNBSEQ platform (BGI), aligned to the mouse genome, and analyzed.

### ROS Staining

Cells were washed (PBS ×3), incubated with H2DCFDA (D399, Invitrogen; 37 °C, 20 min), stained with Hoechst 33342 (#14533, Sigma), and imaged. ROS levels (DCFH fluorescence) were quantified by flow cytometry (FACS Celesta, BD Biosciences; 488/525 nm).

### Annexin V/PI Apoptosis Detection

Apoptosis was assessed using an Annexin V/PI detection kit (556547, BD Pharmingen) per the manufacturer's protocol. Briefly, 1 × 10^4^ hepatic cells were trypsinized post‐induction, washed twice in ice‐cold PBS, and centrifuged (800 × g, 3 min). Cells were resuspended in 200 µL binding buffer and incubated with 3 µL Annexin V‐FITC and 3 µL PI (20 min, room temperature, dark). Samples were immediately analyzed using a FACS Celesta flow cytometer (BD Biosciences).

### Oxidative Stress Markers

Superoxide dismutase (SOD), catalase (CAT), and glutathione peroxidase (GPX) activities in liver homogenates were measured using Solarbio kits (China). Lipid peroxidation was quantified via malondialdehyde (MDA) levels using a thiobarbituric acid‐reactive substances (TBARS) assay (MDA Assay Kit #BC0025, Solarbio, China).

### Western Blot

Liver proteins were extracted with RIPA lysis buffer (R0010, Solarbio, China) and quantified via BCA assay (Bio‐Rad, USA). Proteins (8–10 µg) were separated on 10% SDS‐PAGE gels, transferred to PVDF membranes, and incubated with 5% BSA (w/v) for 1 h. Membranes were probed with primary antibodies (4 °C, overnight), followed by HRP‐conjugated secondary antibodies (2 h, room temperature). Blots were visualized using an ECL kit and imaged (Thermo Scientific, USA).

### TEM Sample Preparation

Cells (1 × 10^6^) were collected in a growth medium using a cell scraper, centrifuged (300–500 × g, 5–10 min), and fixed in 2.5% glutaraldehyde (1 h, room temperature). After PBS washes (×3), samples were post‐fixed in 1% OsO4 (1–2 h), rinsed in 0.1 M PBS (×3), dehydrated, and embedded. Polymerization occurred at 70 °C (12–48 h). Ultrathin sections (70–90 nm) were cut with an ultramicrotome, mounted on copper grids, and imaged immediately using a Hitachi HT780 TEM.

### Immunofluorescence (IF)

BMDMs were fixed in 4% paraformaldehyde, blocked with 3% BSA, and incubated overnight with anti‐H3cit antibody (ab5103, Abcam) and secondary antibody. Coverslips were mounted with ProLong Gold anti‐fade reagent and imaged via STED confocal microscopy.

### Enzyme‐Linked Immunosorbent Assay, ELISA

BMDM supernatants were added to IL‐1β/IL‐18 antibody‐coated microwells. After washing, peroxidase‐conjugated detection antibodies were added. Substrate‐chromogen mix was incubated, and reactions were stopped with an acidic solution. Optical density (450 nm) was measured using a microplate reader. Cytokine concentrations (pg/mL) were calculated against standard curves.

### Statistical Analysis

Data are expressed as mean ± standard error of the mean (SEM) or mean ± standard deviation (SD) after at least three separate trials. Statistical analyses were performed using the GraphPad Prism (version 8.2, USA). A two‐sided unpaired or paired Student's *t*‐test was used for comparisons between the two groups. Statistical differences among different groups were evaluated using either one‐way or two‐way analysis of variance (ANOVA). A *p* < 0.05 threshold was applied.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

Z.X.B. and H.Y.T. conceived and designed the study; Y.X., J.S., and H.L.M. did the experiments; C.L., J.C., and C.H. facilitated animal experiments; H.Q. and C.L. provided essential insight on the study; Y.X. and H.Y.T. interpreted the results and wrote the manuscript. All authors approved the final manuscript.

## Supporting information

Supporting Information

## Data Availability

The raw and processed data of transcriptomics reported in this study is available at the Gene Expression Omnibus under accession number GSE299769. Other data are available in the Supporting Information of this article or from the corresponding author upon request.

# Supplementary material for: Macrophage‐Mediated Transport of Insoluble Indirubin Induces Hepatic Injury During Intestinal Inflammation
**Source:** Adv Sci (Weinh). 2025 Jun 23;12(36):e02993. doi: 10.1002/advs.202502993
**Supplement:** Supplementary file 1 — Supporting Information

Supporting Information

Macrophage-Mediated Transport of Insoluble Indirubin Induces Hepatic Injury during Intestinal Inflammation

*Yiqi Xu^1^, Jingchun Shi^1^, Heung-Lam Mok^1, 2^, Cheng Lyu^1, 2^, Junbang Chen^1, 2^, Chunhua Huang^1^, Hongyan Qin^1, 3^, Chengyuan Lin^1^, Hor-Yue Tan^1, 2,^ *, and Zhaoxiang Bian^1, 2,^ **

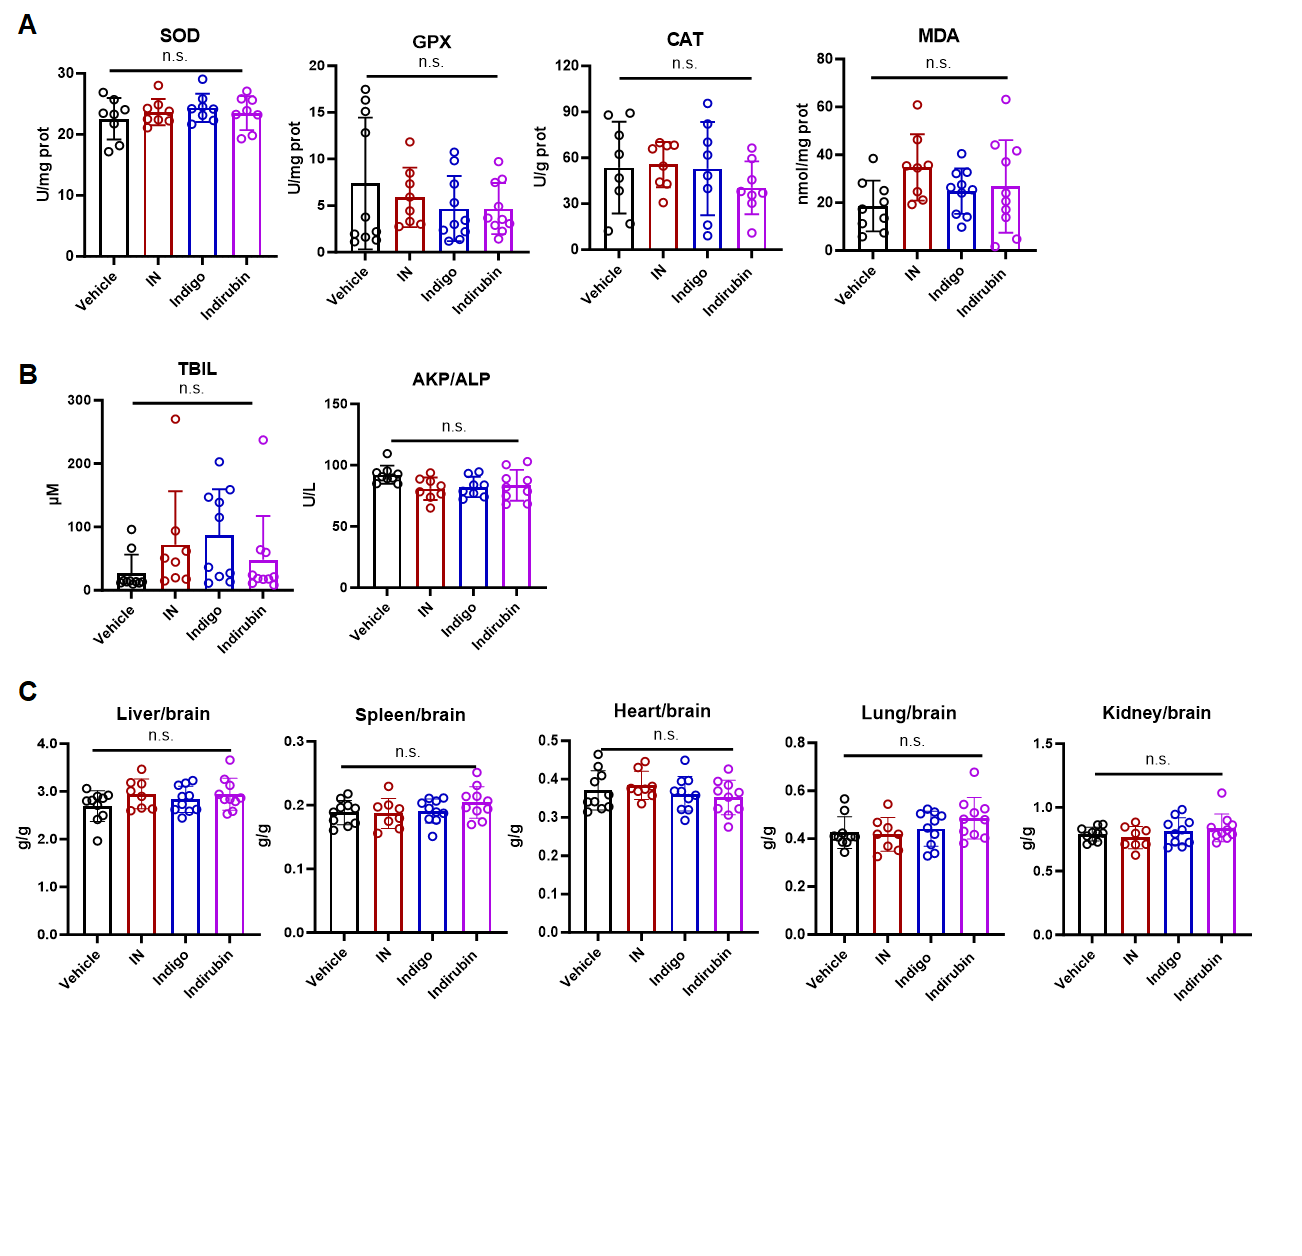

**Supplementary Figure 1. Long-term sub-lethal indirubin administration predisposes colitis mice to hepatic injury.** (A) Hepatic levels of superoxide dismutase (SOD), glutathione peroxidase (GPX), catalase (CAT), and malondialdehyde (MDA) in healthy mice treated with IN, indigo, or indirubin. (B) Serum total bilirubin (TBIL) and alkaline phosphatase (AKP/ALP) levels in healthy mice. (C) Organ weights of liver, spleen, heart, lung, kidney and brain measured at experimental endpoint. Data are expressed as mean ± SD (n = 10 mice/group). n.s., not significant (One-way ANOVA)

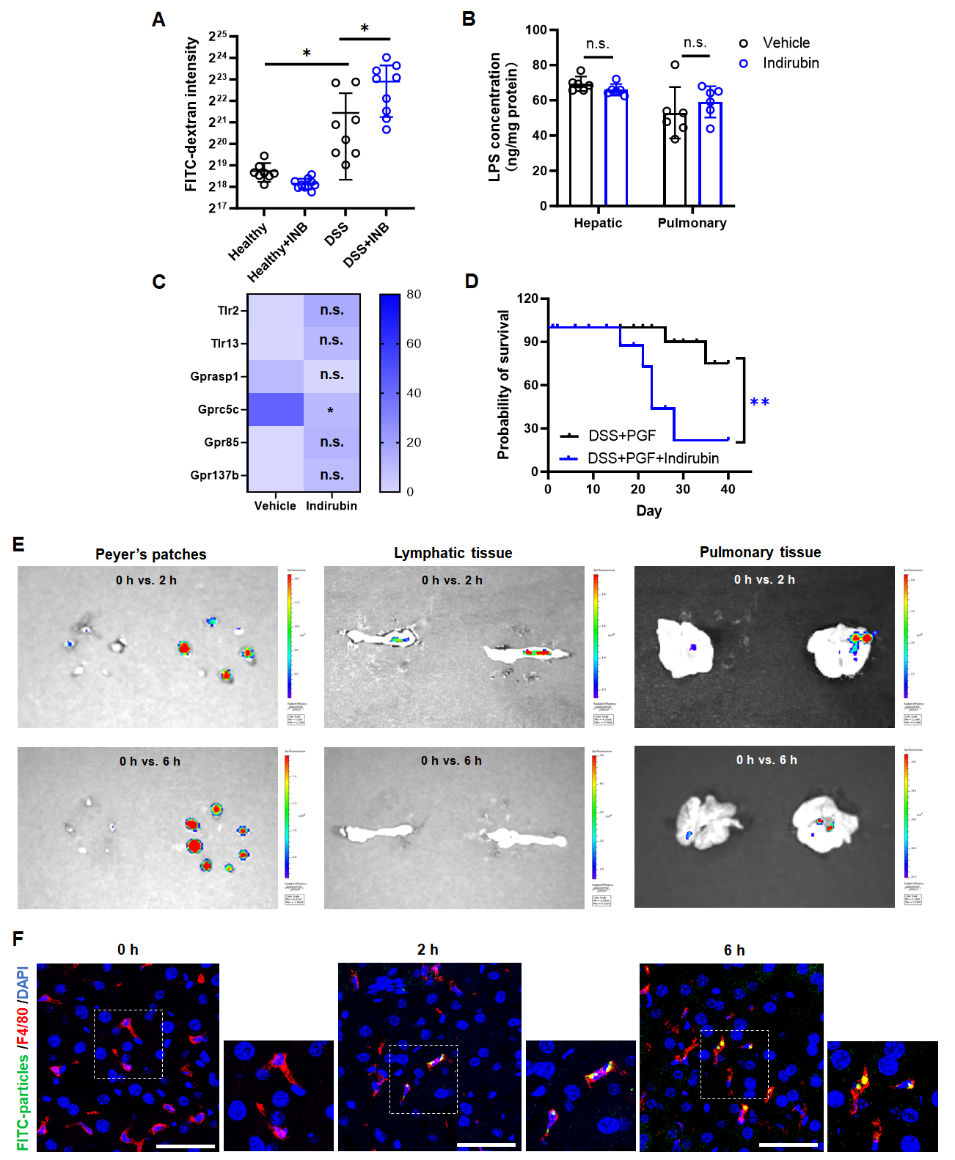

**Supplementary Figure 2. Indirubin accumulation in Peyer’s patches and hepatic tissue during chronic colitis.** (A) Intestinal permeability assessed by serum FITC-dextran (4kDA) fluorescence intensity in vehicle- and indirubin-treated mice. Data are expressed as mean ± SD (n = 10 mice/group). (B) Lipopolysaccharide (LPS) levels in hepatic and pulmonary tissues from colitis mice treated with vehicle or indirubin. (C) Gene expression changes of microbial metabolite receptors in vehicle- versus indirubin-treated mice. (D) Survival analysis of pseudo-germ-free mice treated with vehicle or indirubin. (n = 6 mice/group) (E) In vivo imaging system (IVIS) images of tissues collected at 0, 2 and 6 h following oral administration of FITC-labelled particles. (F) Quantification of FITC-labelled particles in the liver. Mice were euthanized at 0, 2 and 6 h post-administration. Representative immunofluorescence images show nuclear (DAPI, blue), macrophages (F4/80, red) and FITC-labeled particles (green). Scale bar: 50 µm. n. s., not significant; **p*<0.05; ***p*<0.01; (Multiple *t*-test or one-way ANOVA)

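Panel C shows Tlr2, Tlr13, Gprasp1, Gprc5c, Gpr85 and Gpr137b, genes of receptors for microbial products and of G protein-coupled receptors or their partners. In the liver RNA-seq counts, the 6 genes together had 43, 74 and 99 counts in the indirubin-treated mice and 53, 37 and 82 in the DSS mice, so that a change in a single gene rests on few counts.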

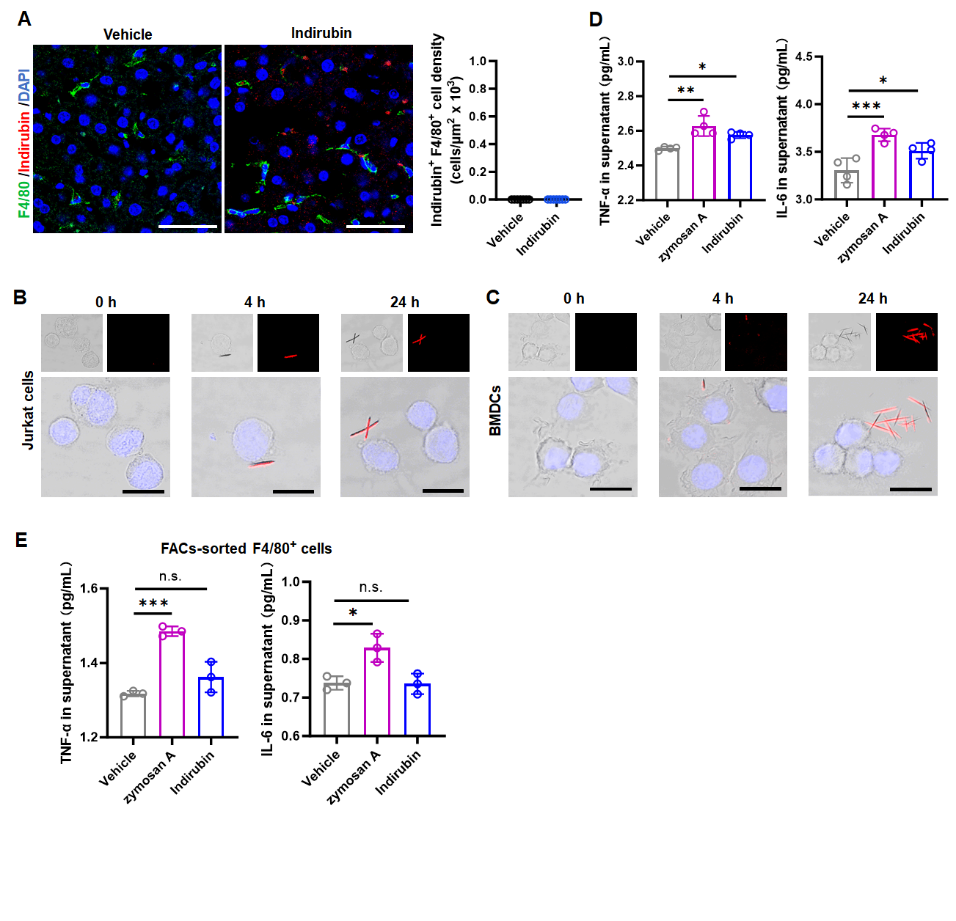

**Supplementary Figure 3. Liver resident macrophages are not activated by indirubin.** (A) F4/80^+^ macrophages in vehicle- and indirubin-treated mice. Scale bar: 50 μm. Phagocytosis of indirubin by (B) Jurkat cells and (C) bone marrow-derived dendritic cells (BMDC) at indicated time points. Scale bar: 10 μm. (D) Inflammatory cytokines levels in culture supernatants of BMDMs treated with indirubin or zymosan A for 24 h. Data are expressed as mean ± SD (n = 4). (E) Inflammatory cytokines in culture supernatants of FACs-sorted hepatic F4/80^+^ cells treated with indirubin for 24 h. Data are expressed as mean ± SD (n = 3). n. s., not significant; **p*<0.05; ***p*<0.01; ****p*<0.001 (Multiple *t* test or one-way ANOVA)

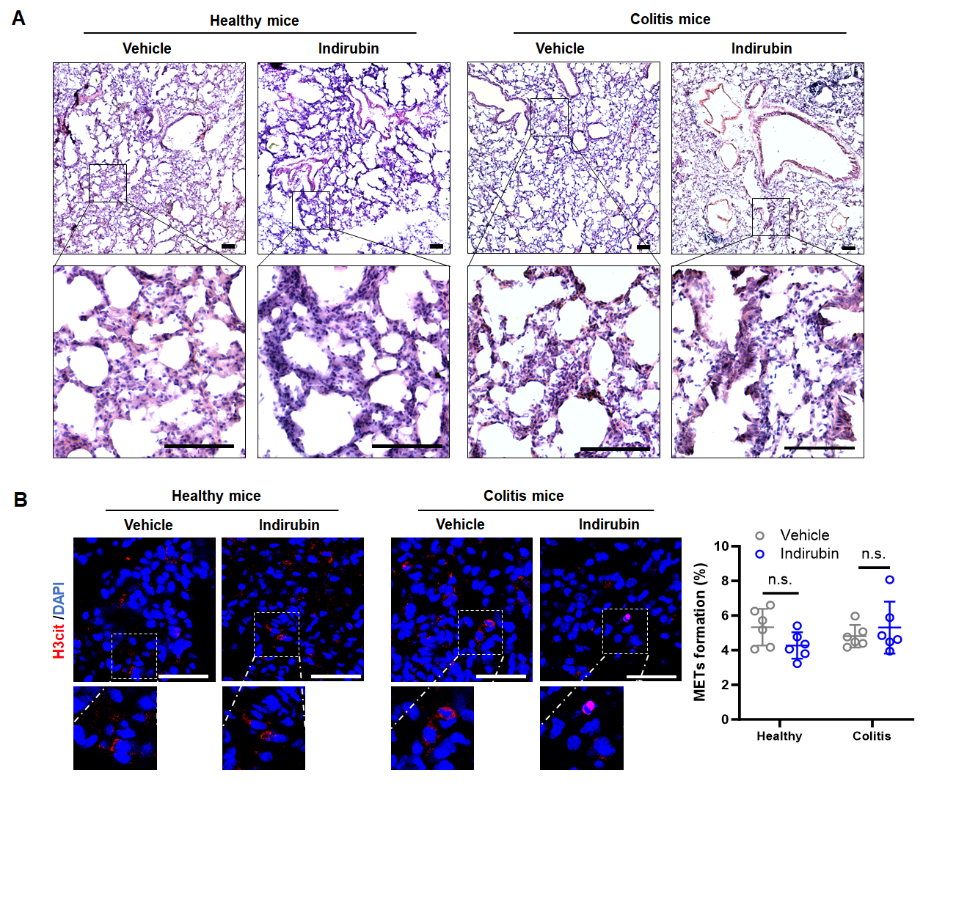

**Supplementary Figure 4. Absence of indirubin-induced macrophage extracellular traps (METs) formation in pulmonary tissue.** (A) H&E staining of lung tissues from healthy and colitis mice ± indirubin treatment. Scale bar: 100 µm. (B) Representative images of H3Cit staining (red) showing METs in lung sections from control and indirubin-treated mice. Scale bar: 50 µm. Quantification of METs-positive areas per field (right panel). Data are expressed as mean ± SD (n = 6). n. s., not significant (Multiple *t*-test or one-way ANOVA)

**Supplementary Table 1. The downregulated DRE-harboring genes**

How the deposited data were processed for this re-analysis (not part of the article)

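Bulk RNA sequencing was done on liver tissue of 9 mice, in 3 groups of 3 labelled Control, DSS and Indirubin. The DSS group is the vehicle-treated colitis group of the paper. The Control labels name water without DSS, while the series description speaks of colitis in the mice as a whole, so comparisons with the Control group are given only in the closing section, and the group otherwise enters as library totals and as the third group of one alternative. The authors extracted RNA with the RNeasy Plus Micro Kit, made libraries from 400 ng of it, sequenced these on a DNBSEQ instrument and aligned the reads to the mouse genome. The authors counted reads per gene and deposited the counts as whole numbers without normalization, in a table of 56748 genes. The FPKM values in the same table were made by the authors from the counts, the gene length and a library size that is not the total count, and were used here only to check the counts. The log2 fold changes deposited by the authors were estimated with a method that the paper's text does not name. The p-values and adjusted p-values deposited by the authors come from a test that the paper's text does not name for RNA sequencing. The authors also deposited 3 lists of genes whose mean FPKM is above 1 in a single group, which carry no values per mouse and were not used here. The paper's text names no aligner, counting program, genome build or annotation.

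Library totals lay between 6514863 and 7944684 counts, and nuclear totals between 569044 and 2132208, because mitochondrial transcripts took most of the counts. At these nuclear totals many genes had few counts, and a group whose libraries all had 3 counts or fewer of a gene was taken to be at the floor. Folds against such a group are lower bounds, computed against the floor, and cover counting error only. The counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr at its defaults (a minimum count of 10 and a minimum total of 15), glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment over the genes tested. Each of the 3 comparisons used the 6 libraries of its groups. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Gene lists were tested with camera of limma 3.58.1, with a preset inter-gene correlation of 0.01 on log2 CPM with a prior count of 2, and adjusted over the lists tested together. Fry of the same package was run as the check without a preset correlation. There were 12 lists for the processes and receptors the paper names (cholesterol, steroid, complement, N-linked glycosylation, oxidative stress, hypoxia, inflammatory, innate immune, apoptosis, collagen, AhR targets and Toll-like receptors), of which 11 had a tested gene, and 16 lists of marker genes for cell types, tissues and states of the liver. The 12 lists were written by hand and are not the gene ontology terms of the paper. Lists of further acinar, islet and intestinal genes were added later. In the lists, 2 genes were matched through older symbols. The genes named in the text are those the paper names, the members of the AhR and Toll-like receptor lists, up to 3 members with the smallest p-value each way of the other lists, and for each comparison the 5 largest rises and falls among genes at an adjusted p under 0.05 without overlap, or the 3 smallest p-values each way where none passed. For the 12 lists, Reactome sets of fgsea 1.28.0 were run as alternatives.

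The gene lists other than the added ones, the rule for named genes, the tests and these alternatives were chosen before the data were examined: DESeq2's size factors or library size alone in place of TMM, the Wald test of DESeq2 1.42.0, no filter on low counts, at least 10 counts in every sample, all 9 libraries in one fit, the replicate number as a block, a minimum absolute log2 fold change of 1, the Reactome sets, fry, and each library left out in turn. A fit without the mitochondrial genes and the DESeq2 Wald test without a filter were added after the data were seen. The processes of Figure 7B had been found by the paper on the same libraries, so lists for them are not independent of the data. All 10 splits of the 6 libraries of a comparison into 3 and 3 were run. The tests were tested on simulated data with 200 changed genes planted, of which 154 passed the filter: the quasi-likelihood test called 40.9% of those, with 6 false among 69 calls (8.70%), and the DESeq2 Wald test 48.7%, with 15 false among 90 (16.7%). Of 7835 unchanged genes in simulated data, 3.82% had an unadjusted p under 0.05. Of 50 random lists, 4% did. Random lists do not show whether the preset inter-gene correlation suits lists of related genes, so this check leaves that open for camera. Replicate numbers were checked for pairing: the correlation between mice of the same number across genes was near 0 in every comparison, so the groups were taken as unpaired. Data tables were read with data.table 1.17.8 and figures drawn with matplotlib 3.10.9 in Python 3.11.15. The comparison with AhR-deficient mice and with patient livers was left out because those data were not used here, and RT-PCR, flow cytometry and enzyme measurements were not analysed here.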

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

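The acinar, islet and intestinal lists were written after the pancreatic counts had been seen and before their own counts were, and the reading of the acute-phase list was chosen after its result was seen. Transcripts of pancreatic enzymes, which the paper does not discuss, stood far above the other libraries in Indirubin-2 and Indirubin-3. The list of 10 pancreatic genes had 10117 counts in Indirubin-2 and 11857 in Indirubin-3, or 0.530% and 0.669% of the nuclear counts, against 0 to 67 counts in the other 7 libraries. A total of 10 of 15 further acinar genes had at least 10 counts in both libraries and under 10 in each of the other 7, with Clps at 8311 and 5161. Of 8 islet genes, 1 did the same: Ins2 had 19 and 12 counts, while Gcg had none and Ins1 had 12 and 5 beside 5 in Indirubin-1. Of 10 genes of the intestinal epithelium, 2 did (Reg3b and Tff3); Muc2 had 0 counts in all 9 libraries and Fabp2 had 39 and 20 against up to 65 elsewhere, which argues against intestinal tissue as the source. Pancreatic tissue or its RNA in these 2 liver samples may be the source, with the 10 further acinar genes as its test; a pancreatic programme switched on in the liver by the treatment was not tested and stays open. It is not seen in Indirubin-1, so the treatment as labelled did not give it in every mouse. These genes enter the comparison with the DSS mice: Pnliprp1 and Ctrb1 have its smallest p-values, all 10 of the list are among the genes that the paper's table calls higher, and Pdx1 has its only counts in Indirubin-3.

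The paper does not report on the comparison of DSS with Control mice, in which 53 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 16 higher and 37 lower of 7482 tested, beside 260 and 303 at an unadjusted p under 0.05. All 53 had no overlap between the groups, as 16.1% of the tested genes did where chance gives 10%. The largest rises were those of Saa2, Saa1, Orm2, Lcn2 and Hapln4 (log2 fold changes 8.80, 8.25, 7.74, 6.40 and 4.80), and the largest falls those of Mup12, Selenbp2, Serpina4-ps1, Mup7 and Ifit1 (-7.34, -5.32, -5.00, -4.40 and -4.36). The list of 16 acute-phase genes was higher in limma's camera (adjusted p = 7.24e-17 over 15 lists, median log2 fold change 2.63), with 16 of 16 genes higher and 9 of them at an adjusted p under 0.05, while fry gave an adjusted p of 0.0754. Acute-phase counts made up 5.22%, 13.5% and 15.8% of nuclear counts in the DSS mice and 2.46%, 2.44% and 1.90% in the Control mice. Of the 10 splits of these libraries, 1 gave as many higher genes and 1 as many lower genes, the real one each time, which is the fewest possible. A systemic inflammatory response of the colitis mice may account for the list, but the test was read after the result and cannot separate it from any other difference between the groups, whose treatment is itself uncertain for the Control mice.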

How the results depend on the processing

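In the comparison of indirubin-treated with DSS mice, the counts of 406 higher and 294 lower genes at an unadjusted p under 0.05 stayed within 1.5 times their value with DESeq2's size factors (413 and 295), with all 9 libraries in one fit (477 and 363), with the replicate number as a block (356 and 326), with a minimum log2 fold change of 1 (394 and 275), with the DESeq2 Wald test (528 and 326) and without the mitochondrial genes (410 and 304). Without a filter on low counts there were 913 and 521, and with at least 10 counts in every sample, which tests fewer genes, 243 and 242. With library size alone there were 407 and 103. The Wald test without a filter, chosen after the data were seen, gave 1150 and 373. Across the 6 fits that each left out one library the counts ranged from 292 (without Indirubin-3) to 860 (without DSS-3) and from 154 (without DSS-3) to 579 (without Indirubin-1). At an adjusted p under 0.05 the counts of 0 and 0 became 2 and 0 with library size alone, 53 and 27 with the Wald test, 104 and 52 without a filter, 0 and 2 with at least 10 counts, 2 and 2 with all 9 libraries, 2 and 1 with the block, and 69 and 23 with the Wald test without a filter. Among the fits without a library they ranged from 0 to 58 and from 0 to 76, with calls made without Indirubin-1 and none in the other 5. The cause was not tested.

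For DSS against Control, the 16 higher and 37 lower genes became 55 and 88 with the Wald test, 43 and 82 without a filter, 29 and 55 with at least 10 counts, 6 and 5 with all 9 libraries, and 9 and 21 with the block, and 5 were lower with library size alone, where 14 were higher. Without each library in turn they ranged from 4 (without Control-3) to 27 (without DSS-1) and from 7 (without Control-2) to 37 (without DSS-1). For indirubin against Control, the 5 higher and 14 lower genes became 146 and 170 with the Wald test, 192 and 187 without a filter, 25 and 47 with at least 10 counts, 21 and 35 with all 9 libraries, 14 and 35 with the block, and 249 and 17 with library size alone, and 3 were higher without the mitochondrial genes. Without each library in turn they ranged from 0 to 145 and from 1 to 320, the highest without Indirubin-1. The cause was not tested.

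The lists were tested with limma's camera unless stated, and their adjusted p follow. Fry took the cholesterol (0.326), steroid (0.334), complement (0.377), N-linked glycosylation (0.326), innate immune (0.231), collagen (0.149) and AhR target (0.219) lists above 0.05. With at least 10 counts in every sample, the steroid list was at 0.0546 and the hypoxia list passed at 0.00424. With Reactome sets, which hold other genes, N-linked glycosylation was at 0.175, and the innate immune (0.962), apoptosis (0.355) and AhR (1.91e-06) lists changed direction relative to all other genes. With the block, the AhR list was at 0.0864. Across the 6 fits that each left out one library the adjusted p ranged for cholesterol from 1.27e-06 to 0.00614, steroid from 1.26e-04 to 0.0226, complement from 1.45e-04 to 0.0788, N-linked glycosylation from 0.00577 to 0.0796, oxidative stress from 0.0325 to 0.353. In the same fits they ranged for hypoxia from 0.00409 to 0.304, inflammatory from 0.00229 to 0.956, innate immune from 0.0175 to 0.258, apoptosis from 0.285 to 0.986, collagen from 0.00320 to 0.0857, AhR targets from 0.00116 to 0.175. Relative to all other genes, the inflammatory list turned lower without Indirubin-2 (0.956), and the apoptosis list without Indirubin-2 (0.899) and without DSS-3 (0.515). The Toll-like receptor list had no tested gene and was run only as its Reactome set. DESeq2's size factors changed the direction or side of 0.05 of none of the 11 lists.

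Of the 669 genes called between indirubin and DSS that were tested in both comparisons, 313 differed the same way from Control; the count was 202 with at least 10 counts, 0 at an adjusted p under 0.05 in the comparison with DSS, which had no calls, and from 196 (without Indirubin-3) to 688 (without Indirubin-1) across 9 fits that each left out one library. For the 102 named genes with a tested value, 918 values were compared, from DESeq2's size factors, the DESeq2 Wald test, the block and the fits that each left out one library, and the other alternatives were not run on them: 796 kept their direction and side of an adjusted p of 0.05, 76 became weaker, 34 stronger and 12 changed sign. In these settings the changes of sign came in fits that left out one library, over which the log2 fold change ranged from -0.79 to 0.13 for Ugt1a6b (sign changed without DSS-3), from -0.35 to 0.14 for Ugdh (sign changed without Indirubin-2, Indirubin-3, DSS-2 or DSS-3), from -0.16 to 0.39 for Htatip2 (sign changed without Indirubin-2, DSS-1 or DSS-2). It ranged from -0.13 to 2.27 for Il1b (sign changed without Indirubin-2 or DSS-2), from -0.62 to 0.13 for Gsdmd (sign changed without Indirubin-2), from -0.27 to 1.11 for Mfge8 (sign changed without Indirubin-3), and the cause was not tested. The depth limits genes with few counts most: none of the 12 Toll-like receptors was tested, and 30 of the 76 genes of Table S1 were not.

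Other splits of the 6 libraries into 3 and 3 were run for each result, and 10 splits cannot give a share under 0.1. In 1 of the 10 splits, the real one, there were as many higher genes at an unadjusted p under 0.05 between indirubin and DSS, and in 1 as many lower ones; at an adjusted p under 0.05, where the count was 0, all 10 splits gave as many for higher and 10 for lower genes. For indirubin against Control, 1 of the 10 gave as many higher and 1 as many lower genes. As small a camera p came in 2 of the 10 splits for cholesterol, 3 for steroid, 4 for complement, 1 for N-linked glycosylation, 2 for oxidative stress, 4 for hypoxia, 7 for inflammatory, 2 for innate immune, 8 for apoptosis, 1 for collagen and 1 for AhR targets.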

Differences from the paper's values

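The paper's number of genes upregulated by indirubin is 1150, against 406 here with edgeR's quasi-likelihood test at an unadjusted p under 0.05. Of the alternatives set before the data were examined, no filter on low counts (913) and the fit without DSS-3 (860) came within 1.5 times of the paper's 1150. DESeq2's size factors (413), library size alone (407), the DESeq2 Wald test (528), at least 10 counts in every sample (243), all 9 libraries in one fit (477), the block (356), the minimum log2 fold change of 1 (394), and the fits without Indirubin-1 (543), Indirubin-2 (330), Indirubin-3 (292), DSS-1 (727) and DSS-2 (597) did not. The DESeq2 Wald test without a filter, a setting chosen after the values were seen, gave 1150 and 373, and all of these genes are ones the paper's deposited table calls. The paper's number of downregulated genes is 373, against 294 here.

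The legend of Figure 7A speaks of adjusted p-values, while the paper's text gives p < 0.05 without naming an adjustment. In the paper's deposited table, 1150 higher and 373 lower genes are the counts at an unadjusted p. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment there were 0 higher and 0 lower genes here, beside the 406 and 294 unadjusted ones, while the paper's deposited table lists 69 and 23. Settings that did call genes at an adjusted p under 0.05 were the DESeq2 Wald test (53 and 27), no filter (104 and 52), the fit without Indirubin-1 (58 and 76), library size alone (2 and 0), at least 10 counts (0 and 2), all 9 libraries (2 and 2), the block (2 and 1) and the Wald test without a filter chosen after the values were seen (69 and 23).

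The paper's text names Pdx1 among the genes lowered by indirubin; it had 11 counts in Indirubin-3 and 0 in the other 8 libraries here, and Figure 7F itself shows Prdx1, which was lower (log2 fold change -0.90). The paper states that expression of Toll-like receptors showed no significant increase, and its Table S1 lists Tlr2 as upregulated; Tlr2 was not tested here, with its counts in Indirubin-2 and Indirubin-3 above those of the DSS mice and none in Indirubin-1. The paper reports the response to hypoxia, the inflammatory response and apoptosis as upregulated, from gene ontology enrichment of its called genes. The lists written by hand for them had a positive median here without passing an adjusted p of 0.05 in limma's camera (0.119, 0.255 and 0.731). The hypoxia list passed with at least 10 counts in every sample (0.00424) and without Indirubin-1 (0.00409), and the inflammatory list without Indirubin-1 (0.00229). Both the genes and the test differ from those of the paper.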

Other observations

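The tests of Indirubin-1, of equal nuclear totals, of blood and of feeding were chosen after their results were seen; the reading of the blood test was made stricter, and those of the unspliced RNA and mitochondrial tests, first set to exclude, were left open, after the values were known. Indirubin-1 had 0 counts of Cyp1a1 and acute-phase counts near the Control level (2.29% of nuclear counts, against 10.9% and 16.9% in Indirubin-2 and Indirubin-3). From its nuclear total and the share in the other treated mice, 129 counts of Cyp1a1 would be seen, which argues against depth alone. On a scale with 0 for Control and 1 for DSS, the median of the 37 genes lower in DSS lay at 0.685 in Indirubin-1 (quartiles 0.387 and 0.966), which argues against a Control library, and the median of the 16 genes higher in DSS lay at 0.063 (quartiles -0.0892 and 0.237, against 0.659 in DSS-1), which argues against a DSS library. A weaker colitis or a weaker exposure of this mouse was not tested and stays open; Cyp1a2 was highest in it.

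More genes had a count in the Indirubin libraries than in the DSS libraries. At one equal nuclear total of 569044, the Indirubin libraries had 14155 to 15634 genes with a count and the DSS libraries 8188 to 12120, which argues against the nuclear total alone. Olfactory receptor genes, which liver is not held to transcribe, had a count in 38.0 to 82.6 genes in the Indirubin libraries and 4.99 to 29.4 in the DSS libraries, of 1196, so genomic DNA may be a source; the gap is small, and libraries of higher complexity would give the same. The rank correlation of log2 fold change with gene-body length at equal exonic length was 0.0241, and 3 of the 10 splits had one as far from 0, but it was taken over genes past the filter, so it leaves open whether unspliced RNA adds to the extra genes. More genes were higher than lower between indirubin and DSS, 58% of the calls; with the mitochondrial genes left out the share was 57.4%, but TMM was applied in both fits and already allows for a load of this kind, so whether those transcripts play a part stays open. Without Indirubin-1 fewer were higher than lower (48.4%). Of the 1150 genes that the paper's table calls higher, 58% (667) did not pass the filter on low counts and 368 were also called here, and in 668 all DSS libraries had 3 counts or fewer; of the 373 lower genes 86 (23.1%) did not pass and 256 were also called. This test of few counts went with the larger number of the paper's higher genes.

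Of the 16 marker lists, 6 had an adjusted p under 0.05 in limma's camera between indirubin and DSS: hepatocyte (lower, 0.0160), neutrophil (higher, 0.00222), B and plasma cell (lower, 0.0160), endothelial (higher, 0.0101), pancreas (higher, 0.0109) and genes raised by feeding (lower, 4.08e-04). The other 10 (Kupffer, monocyte and macrophage, T cell, stellate, cholangiocyte, erythroid, circadian, fasting, acute-phase and sex lists) had adjusted p from 0.139 to 0.611 in the same test, and 7 of the 16 lists rested on under 5 tested genes. Under fry the neutrophil list, of 3 tested genes, was at 0.0232 and the other 15 were above 0.05. The neutrophil total rose over the erythroid total by 1.35, 2.41 and 1.01 log2 units in the Indirubin libraries, against 0.916, -0.658 and -0.245 in the DSS libraries, so more blood alone is argued against, by a small margin over DSS-1; a larger share of neutrophils in the blood or the liver stays open. Less feeding of the indirubin-treated mice may lower the cholesterol list: the fed list was lower (adjusted p = 4.08e-04 from limma's camera; 0.251 from fry), while the fasting list had a median log2 fold change of 0.64 without a shift relative to other genes (0.611), so feeding and an effect of the treatment cannot be told apart, as food intake of these mice is not known. The fed list made up 0.300%, 0.0248% and 0.0301% of nuclear counts in the Indirubin libraries and 0.304%, 0.293% and 0.347% in the DSS libraries, so the fall of its total rests on Indirubin-2 and Indirubin-3.

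Between indirubin and Control, 5 genes were higher and 14 lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test, beside 600 and 514 at an unadjusted p under 0.05, of 8059 tested. The rises were those of S100a8, Cep85, S100a9, Chd9 and Marco (log2 fold changes 6.27, 5.34, 5.12, 4.95 and 3.82), and Mup17 and Mup15 were at least 47.5-fold and 27.0-fold lower; Mup12, Ifit1 and Magt1 fell by 9.75, 4.01 and 3.96 on the log2 scale. Of the genes called between indirubin and DSS, 313 differed the same way from Control (167 higher and 146 lower) and 7 the opposite way, or 46.8% of 669, while 20 simulations of unchanged groups gave a median of 18.6% and at most 21.2%, the libraries being shared. The simulated groups differ in nothing, so the excess cannot separate the treatment from any other difference shared by the Indirubin libraries. Of the genes in Table S1, 47 were tested in this comparison and 17 of them were higher at an unadjusted p under 0.05.

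Genes that the paper measured by RT-PCR in Figure 7E were higher with indirubin than in the DSS mice in these counts: Adamts2 (2.43, standard error 0.85), Col1a2 (2.16, standard error 0.61) and Cyp1b1 (3.80, standard error 1.67) in log2 fold change. Tnfrsf11b and Ect2 were at least 3.41-fold and 1.75-fold higher, and no indirubin-treated mouse overlapped a DSS mouse for these 5 genes. The paper drew them from genes it called upregulated on the same libraries, so their rise in these counts is not independent evidence. Among genes of redox enzymes, Sod3 was higher (29.7 ± 10.8 against 12.4 ± 3.62 normalized CPM, without overlap), Sod2 was higher with overlapping groups (log2 fold change 1.16, standard error 0.50), Gpx1 was lower (-0.87, standard error 0.55), and Gpx4 and Cat moved by less than 1 standard error, with these 3 overlapping. Sod1 also moved by less than 1 standard error (-0.36, standard error 0.37), and was lower in every indirubin-treated mouse than in every DSS mouse. In the inflammasome, phagocytosis and AhR genes, Padi2 (log2 fold change 3.91, standard error 1.57) and Mertk (1.15, standard error 0.96) were higher and Il18 (-1.20, standard error 0.87) was lower without overlap. Padi2 had 0, 0 and 5 counts in the DSS mice and Cyp1b1 had 0, 0 and 4, so DSS-3 sets the size of both folds. With each mouse left out in turn, the log2 fold change ranged from 3.27 to 7.58 for Padi2 and from 3.18 to 7.18 for Cyp1b1. Nlrp3, Padi4, Mpo and Ahrr were not tested, and Il1b, Casp1, Gsdmd, Pycard, Mfge8, Nr1h3 and Ahr had overlapping groups. None of the untested genes had a count in the DSS mice. With indirubin, Padi4 had 0, 31 and 11 counts and Mpo 0, 13 and 9, means at least 2.18-fold and 1.15-fold higher. Indirubin-2 and Indirubin-3 carry both, and the groups overlapped because Indirubin-1 had none. Nlrp3 had 3, 7 and 0 counts and Ahrr 0, 8 and 3, too few for a lower bound above 1.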
